# Targeting p300 and CBP abolishes HOXB13-loss-induced lipogenesis and tumor metastasis

**DOI:** 10.1172/jci.insight.195743

**Published:** 2025-11-24

**Authors:** Xiaodong Lu, Liu Peng, Qi Chu, Samantha Ye, Mingyang Liu, Maha Hussain, Mehmet A. Bilen, Lara R. Harik, Jonathan Melamed, Jonathan C. Zhao, Jindan Yu

**Keywords:** Genetics, Oncology, Drug therapy, Epigenetics, Prostate cancer

## Abstract

HOXB13 is a prostate-specific transcription factor best known for its role as an androgen receptor (AR) cofactor. Recent evidence suggests that HOXB13 plays critical AR-independent functions in repressing lipogenic programs and promoting prostate cancer (PCa) metastasis. However, the mechanisms linking HOXB13 loss to tumor metastasis remain unclear. Here, we show that p300 and CBP co-occupy lipogenic enhancers suppressed by HOXB13 and HDAC3 and are essential for enhancer activation and target gene expression following HOXB13 depletion. Loss of HOXB13 induces lipid-sensitive matrix metalloproteinases (MMPs), promoting increased cell motility. Importantly, pharmacological inhibition of p300 and CBP blocks HOXB13-loss-driven lipogenesis, reduces MMP expression, and decreases cell migration in vitro and tumor metastasis in vivo. Analysis of clinical samples revealed that HOXB13 expression is reduced in metastatic hormone-sensitive PCa compared with matched primary tumors, further supporting its role in tumor metastasis. These findings demonstrate that HOXB13 downregulation promotes PCa metastasis through p300- and CBP-dependent lipogenic and motility pathways, which may be targeted by p300 inhibition.

## Abstract 2

HOXB13 loss promotes metastasis in prostate cancer via p300/CBP-driven lipogenesis and MMP induction, revealing a therapeutic vulnerability to p300/CBP inhibition.

## Introduction

HOXB13, a member of the homeobox (HOX) family of transcription factors, is predominantly expressed in the adult prostate and plays a critical role in regulating prostate tissue–specific gene expression (1–4). Transgenic mouse studies have shown that HOXB13, known as a pioneering cofactor of the androgen receptor (AR), is required for the normal differentiation and secretory function of the prostate (5). Dysregulation of HOXB13 promotes prostate cancer (PCa) through diverse mechanisms (6–8). In androgen-dependent PCa, HOXB13 modulates AR activity by facilitating, recruiting, or repressing AR binding at specific *cis*-regulatory elements across the genome (6). In castration-resistant PCa (CRPC), HOXB13 mainly colocalizes with AR-V7, a CRPC-associated AR variant, to govern AR-V7–driven oncogenic programs, including cell proliferation (8). Our recent study reported an AR-independent function of HOXB13 (9). We found that HOXB13 interacts with the histone deacetyltransferase 3 (HDAC3)–nuclear receptor co-repressor (NCoR) complex, and recruits them to lipogenic enhancers to catalyze deacetylation of histone H3 at lysine 27 (H3K27ac), leading to the inhibition of lipogenic programs, independently of AR (9). Accordingly, the loss of HOXB13, observed in approximately 30% of metastatic CRPC tumors, activates a lipogenic transcriptional program.

The histone acetyltransferases CREBBP (CBP) and EP300 (p300) are key enzymes that catalyze H3K27ac, activating enhancers, facilitating transcriptional machinery recruitment, and promoting promoter-enhancer looping (10–12). CBP and p300 function antagonistically to the HDAC3-NCoR co-repressor complex in regulating steady-state H3K27ac dynamics and fine-tuning individual enhancer activities (10, 13, 14). Both p300 and CBP are highly expressed in advanced PCa, and their elevated expression correlates with poor clinical outcomes (15, 16). Additionally, recent evidence indicates that p300 transcriptionally upregulates *FASN*, leading to increased lipid accumulation in PCa cells (17). However, it remains unexplored whether p300 and CBP are involved in mediating HOXB13-loss-induced lipogenic programs in PCa cells.

Accumulation of lipid droplets has been seen in high-grade, metastatic PCa and circulating prostate tumor cells (18). Changes in lipid metabolism have been shown to significantly contribute to PCa progression and metastasis (19, 20). AR is a major regulator of lipid metabolic genes involved in lipid synthesis, uptake, and storage (21, 22), and in CRPC, reactivation of AR-induced lipid biosynthesis has been linked to tumor growth and metastasis (23). In addition, genetic perturbation of tumor suppressor genes *Pten* and *Pml*, or overexpression of subunits of the pyruvate dehydrogenase complex (PDC), such as *Pdhda1*, aberrantly activate sterol regulatory element–binding protein–dependent (SREBP-dependent) lipogenic programs, leading to mouse prostate tumor growth and metastasis (24–26). Moreover, a high-fat diet (HFD) has been shown to enhance PCa progression (27). We recently showed that HOXB13 loss increases lipid accumulation, thereby promoting PCa cell motility in vitro and PCa metastasis in vivo (9). However, the signaling pathways by which HOXB13-loss-induced lipogenesis promote PCa metastasis remain elusive.

Here, we found that HOXB13 is downregulated in metastatic PCa compared with its primary counterparts. HOXB13 loss disrupts HDAC3 and p300/CBP equilibrium at lipogenic enhancers, leading to increased p300 and CBP recruitment and H3K27ac, thereby aberrantly activating lipogenic programs. HOXB13-loss-induced lipids promote PCa cell motility through upregulation of matrix metalloproteinases (MMPs). Such effects of HOXB13 loss are effectively blocked by knockdown (KD) or pharmacological inhibition of p300 and CBP proteins.

## Results

### p300 co-occupies and activates HOXB13/HDAC3-bound lipogenic enhancers.

Our recent study demonstrated that HOXB13 suppresses lipogenic gene expression via recruitment of the HDAC3-NCoR corepressor complex, whereas HOXB13 loss activates the lipogenic programs (9). Given that p300 and CBP are principal antagonists of HDAC3 and NCoR in catalyzing H3K27ac (10, 13), we hypothesized that HOXB13 loss activates lipogenic genes by requiring p300 and CBP. To test this, we performed chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) for HDAC3 and p300 in LNCaP cells and compared their binding sites with the HOXB13 cistrome. We observed significant co-occupancy of HDAC3 and p300 at some HOXB13 binding sites (Figure 1A, region IV). Notably, these co-bound sites exhibited markedly higher binding of both HDAC3 and p300, as well as stronger H3K27ac signal, compared with regions bound by HDAC3 or p300 alone (Figure 1B, left 3 lanes). These findings are consistent with previous studies showing that HDACs and histone acetyltransferases (HATs) often colocalize at transcriptionally active genes to fine-tune gene expression (13). To gain some insights into the function of peak-associated genes, we performed Genomic Regions Enrichment of Annotations Tool (GREAT) analysis (28) to identify nearby genes, which revealed 45 genes, including *FASN*, that are involved in the fatty-acyl-CoA biosynthetic process and long-chain fatty-acyl-CoA biosynthetic process (Figure 1C and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.195743DS1). These findings are in agreement with our previous reports of HOXB13 and HDAC3 in regulating lipid metabolism (9) and further suggest that HAT proteins are also involved.

To determine whether p300 and CBP are required for H3K27ac at lipogenic enhancers following HOXB13 loss, we performed H3K27ac in *HOXB13*-KD cells with concurrent CBP and/or p300 KD (Supplemental Figure 1A). As expected, H3K27ac levels were increased upon *HOXB13* KD (Figure 1B). Significantly, these HOXB13-loss-induced increases in H3K27ac were substantially attenuated by *p300* KD, and to a lesser extent by *CBP* KD (Figure 1B), indicating that p300 plays a predominant role in enhancer activation following HOXB13 loss. This was further supported by Integrative Genomics Viewer (IGV) tracks, which showed increased H3K27ac at known HOXB13-repressed genes, including *KLK3* and *FASN*, upon *HOXB13* KD, which was reversed by *p300* or *CBP* KD (Figure 1D). To further validate this finding, we performed H3K27ac ChIP-seq in control and *HOXB13*-KD LNCaP cells treated with either DMSO or CCS1477, a selective p300/CBP bromodomain inhibitor currently in clinical trials for advanced PCa and hematologic malignancies (16, 29). As observed with genetic depletion, pharmacologic inhibition with CCS1477 dramatically reduced *HOXB13*-KD-induced H3K27ac globally (Figure 1B, right 4 lanes) as well as at representative sites, such as *KLK3* and *FASN* enhancers (Figure 1E), which was further confirmed by ChIP-qPCR (Supplemental Figure 1B). Collectively, these data demonstrate that HOXB13 loss disrupts the balance between HDAC3 and p300 at lipogenic enhancers, leading to increased H3K27 acetylation that is abolished by CBP and p300 inhibition.

### p300 and CBP are required for HOXB13-loss-induced lipogenic program.

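*HOXB13*, the prostate homeobox gene targeted by the hairpin, averaged 86.5 ± 1.59 FPKM (mean ± SD, n = 2 libraries) in shCtrl cells and 11.3 ± 0.0979 FPKM in shHOXB13 cells. Its log2 fold change was −2.93 (SE 0.17, limma with Benjamini-Hochberg, adjusted p = 3.2e-07). *EP300*, which encodes the acetyltransferase p300, fell from 5.75 ± 0.182 to 3.28 ± 0.166 FPKM when shp300 joined shHOXB13 (log2 −0.79, SE 0.15, limma adjusted p = 0.011). *CREBBP*, which encodes the related acetyltransferase CBP, averaged 4.93 ± 0.304 FPKM with shHOXB13 alone and 3.14 ± 0.261 FPKM with shCBP added. That *CREBBP* difference did not pass (log2 −0.64, SE 0.16, limma adjusted p = 0.064), whereas shCBP lowered *CREBBP* in control cells (log2 −0.95, SE 0.16, limma adjusted p = 0.0041). With both hairpins in shHOXB13 cells, neither *EP300* (log2 −0.41, limma adjusted p = 0.073) nor *CREBBP* (log2 −0.27, limma adjusted p = 0.23) passed. The paper examined p300 and CBP protein by Western blot in a supplemental figure, which was not used here. These RNA values do not give the protein levels.

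*EP300* also fell with shHOXB13 alone (log2 −0.92, SE 0.15, limma adjusted p = 0.00067). *HOXB13* itself fell when shp300/CBP was added to shHOXB13 (log2 −0.80, SE 0.17, limma adjusted p = 0.0051). All 8 libraries with shHOXB13 held less *HOXB13* RNA (5.25 to 12.1 FPKM) than the 8 without it (43.2 to 87.6 FPKM).

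The series holds 8 groups of 2 libraries: shCtrl or shHOXB13, each alone, with shp300, with shCBP, or with both. LNCaP is an androgen-responsive human prostate cancer line derived from a lymph node metastasis. Log2 FPKM values of 17678 expressed genes entered 1 limma fit of all 8 groups. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 1.5. In simulated comparisons of 2 against 2 libraries, 67, 67 and 66 genes were changed 1.5-, 2- and 4-fold. This test found 2.99%, 58.2% and 98.5% of them. With far more genes changed, as with shHOXB13, the adjustment is less strict. A gene changed exactly 1.5-fold must also reach an estimate of 1.5-fold. These shares therefore do not give the sensitivity of the comparisons reported here. The share of mapped reads lying in genes differed between arms, from 72.2–74.3% in shCtrl to 52.7–61.6% in shHOXB13 with both hairpins. Arms between these overlapped, such as shCtrl with shCBP (64.7–70.9%) and shHOXB13 alone (66.3–68.8%).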

Next, to evaluate whether HOXB13 loss induces lipogenic programs through p300/CBP, we performed RNA-seq in control and *HOXB13*-KD LNCaP cells with concomitant *p300* and/or *CBP* KD. We identified 194 genes increased by *HOXB13* KD (fold change ≥ 1.5, adjusted *P* < 0.05) that were significantly rescued upon *p300/CBP* depletion (Figure 2A). 

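*SCD*, which desaturates fatty acids, rose from 82.1 ± 2.27 to 1200 ± 17.1 FPKM with shHOXB13 and dropped to 523 ± 114 FPKM with shp300/CBP (mean ± SD, n = 2). *STEAP4*, a metalloreductase gene, rose from 0.231 ± 0.0541 to 14.9 ± 0.127 FPKM and dropped to 1.66 ± 0.682 FPKM. *ACSL3*, which activates long-chain fatty acids, rose with shHOXB13 (log2 2.38, SE 0.17, limma with Benjamini-Hochberg, adjusted p = 1.4e-06) and fell with shp300/CBP (log2 −1.90, SE 0.17, limma adjusted p = 3.2e-05). *XBP1*, a secretory-pathway transcription factor gene, rose (log2 2.05, SE 0.22, limma adjusted p = 2.9e-05) and fell below its control level (log2 −2.84, SE 0.22, limma adjusted p = 1.7e-05).

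In all, 1264 genes were higher in shHOXB13 than shCtrl cells by at least 1.5-fold, and 385 of them (30.5%) were lower by at least 1.5-fold with shp300/CBP. Another 103 of the 1264 were higher with shp300/CBP. Over the 385 genes, the median log2 rise with shHOXB13 was 1.32 (quartiles 0.90 and 2.12). Their median log2 change with shp300/CBP was −1.22 (quartiles −1.72 and −0.89).

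Independent calls would share 168 genes. In 20 simulations with unchanged groups 0 were shared, but 0 were induced there. With induction kept and no effect of shp300/CBP, 20 simulations gave up to 1691 induced genes, 0 of them lowered. With no gene truly lowered there the adjustment is strict, so those simulations cannot show how many calls the shared group adds. In 20 more, chosen after the result was seen, the effects of shp300/CBP were dealt at random to genes of like expression. These gave medians of 1643 induced and 2943 lowered genes and shared 302 to 401, where independent calls would share 272. Both comparisons use the same shHOXB13 libraries, so part of the excess may come from that shared group, which 2 libraries cannot split. Median-of-ratios scaling gave 2287 induced genes, of which 489 (21.4%) were lowered.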

Gene Ontology (GO) analysis revealed that these genes were significantly enriched for steroid metabolism, lipid biosynthesis, and fatty acid metabolic processes (Figure 2B), suggesting that HOXB13-loss-induced lipogenic gene programs are highly dependent on p300 and CBP activity.

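Of 20 cholesterol synthesis genes, 13 were higher with shHOXB13 and 0 lower at adjusted p under 0.05 (median log2 0.86; limma camera adjusted p = 2.5e-12, adjusted p = 0.19 with an estimated correlation). *FDFT1*, the squalene synthase gene, rose from 39 ± 1.88 to 204 ± 3.53 FPKM and fell to 83.8 ± 15.2 FPKM with shp300/CBP (mean ± SD, n = 2). *HMGCS1*, an early mevalonate enzyme, rose from 9.77 ± 1.62 to 47.8 ± 2.51 FPKM and fell to 14.6 ± 2.72 FPKM. Of the fatty acid synthesis genes, 10 of 23 were higher with shHOXB13 and 3 lower, and 12 fell with shp300/CBP. *SREBF1*, the lipogenic master regulator, rose (log2 1.91, SE 0.15, limma adjusted p = 3.2e-06) but fell only slightly with shp300/CBP (log2 −0.44, SE 0.15, limma adjusted p = 0.048).

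With shp300/CBP, 15 of the 20 cholesterol genes fell (median log2 −0.88), as did 9 of 13 SREBP pathway genes and 12 of 18 fatty acid oxidation genes. Glucuronidation genes, which conjugate steroids, rose most: 8 of 9 were higher with shHOXB13 (median log2 4.05) and 5 fell with shp300/CBP. Androgen response genes were mixed with shHOXB13, 8 of 24 higher and 12 lower, yet 19 fell with shp300/CBP. The paper proposes that lipogenic gene programs induced by HOXB13 loss are highly dependent on p300 and CBP activity.

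List counts use limma adjusted p alone, with no fold threshold, and list tests used limma camera with Benjamini-Hochberg over 22 lists. Cholesterol synthesis fell with shp300/CBP at camera adjusted p = 6.9e-08 (adjusted p = 0.21 with an estimated correlation). Fatty acid synthesis rose at camera adjusted p = 3.3e-05 (adjusted p = 0.23 with an estimated correlation) and fell at camera adjusted p = 0.0039 (adjusted p = 0.33 with an estimated correlation). With an estimated correlation the falls with shp300/CBP did not pass for SREBP pathway (camera adjusted p = 0.26), fatty acid oxidation (0.25), glucuronidation (0.21) or androgen response genes (0.15). Glucuronidation rose with shHOXB13 at camera adjusted p = 2.9e-15 and adjusted p = 0.03 with an estimated correlation. Adjusted over the list alone, 14 cholesterol, 10 fatty acid, 9 glucuronidation and 8 androgen response genes rose. Counted so, 16 cholesterol, 12 fatty acid, 9 SREBP pathway, 12 fatty acid oxidation, 7 glucuronidation and 20 androgen response genes fell. Among the 385 induced and lowered genes, cholesterol synthesis had 8 of its 20 members against 0.44 expected (Fisher exact test, adjusted p = 1e-07). Fatty acid synthesis had 3, *FASN*, *SCD* and *THRSP*, against 0.5 expected (Fisher exact test, adjusted p = 0.041). Glucuronidation had 5 of 9 (Fisher exact test, adjusted p = 4.1e-06), though *UGT1A* members share exons and *UGT2B* members are close paralogs. These tests are against all tested genes and so reflect induction too. Against the 1264 induced genes, 3.7 cholesterol, 3 fatty acid and 2.4 glucuronidation genes were expected (Fisher exact tests, adjusted p = 0.11, 1 and 0.45). Androgen response genes had 7 against 2.4 expected there (Fisher exact test, adjusted p = 0.031).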

Taking a closer look at these 194 genes, we found that they were more sensitive to *p300* KD than *CBP* KD (Figure 2A), consistent with earlier findings showing that HOXB13-loss-induced H3K27ac enrichment was more substantially reversed by *p300* than *CBP* depletion. 

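*KLK2*, an androgen-regulated kallikrein gene, fell from 80.3 ± 1.94 FPKM in shHOXB13 cells to 21.2 ± 4.54 FPKM with shp300 and averaged 58.1 ± 4.03 FPKM with shCBP (mean ± SD, n = 2). *UGT1A1*, which glucuronidates steroids, fell from 9.01 ± 0.998 FPKM to 1.09 ± 0.0787 with shp300 and to 2.99 ± 0.602 with shCBP. *ELOVL5*, a fatty acid elongase gene not induced by shHOXB13 (218 ± 12.6 FPKM in shCtrl), fell from 197 ± 2.61 FPKM to 68.7 ± 15.9 with shp300 and to 119 ± 6.99 with shCBP. *SCD* leaned the other way, averaging 996 ± 116 FPKM with shp300 and 669 ± 96.8 FPKM with shCBP, and neither change passed (limma adjusted p = 0.47 and 0.058).

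Of the 1264 induced genes, 161 fell at least 1.5-fold with shp300 and 36 with shCBP. Leaving out 1 library at a time gave 67 to 216 and 0 to 80. At limma p under 0.05 without adjustment, 266 and 158 fell at least 1.5-fold, and 333 and 272 fell with no fold threshold. Over the 385 genes, the median log2 change was −0.70 with shp300 (quartiles −1.15 and −0.37) and −0.51 with shCBP (quartiles −0.72 and −0.28). At adjusted p alone, androgen response genes lowered in shHOXB13 cells numbered 15 of 24 with shp300 and 1 of 24 with shCBP, or 18 and 9 adjusted over the list alone. Cholesterol genes lowered numbered 3 of 20 with shp300 and 0 with shCBP, but 3 and 7 adjusted over the list alone.

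Every count of the direct comparison is at limma adjusted p under 0.05 with no fold threshold. So compared, 34 of the 385 genes were lower with shp300 than with shCBP and 6 were higher. Leaving out 1 library at a time moved the 34 to between 7 and 55. The median difference was −0.25 (quartiles −0.59 and 0.06). Over all 1264 induced genes, 42 were lower with shp300 and 54 higher, with a median difference of 0.02. Over all tested genes, 127 were lower and 329 higher, with a median difference of 0.08. *EP300* and *CREBBP* were each targeted by 1 hairpin sequence, so the comparison mixes target and hairpin strength. Median-of-ratios scaling gave 79 lower and 12 higher among its own 489 induced and lowered genes, and 125 lower and 91 higher among its own 2287 induced genes.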

Importantly, in control cells, these genes were barely affected by *p300*/*CBP* KD, suggesting that the loss of HOXB13 created a dependency on p300 and CBP. These findings were validated by representative HOXB13-repressed genes, such as *KLK3* and *FASN*, that were increased upon *HOXB13* KD, which was significantly attenuated by *p300* KD, and to a lesser extent by *CBP* KD (Figure 2, C and D).

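*FKBP5*, a glucocorticoid and androgen-induced chaperone gene, fell from 10.4 ± 0.175 to 1.8 ± 0.187 FPKM with shp300/CBP in shHOXB13 cells. In control cells *FKBP5* averaged 6 ± 0.726 FPKM and 8.98 ± 0.979 FPKM with shp300/CBP (mean ± SD, n = 2; limma adjusted p = 0.076). *STEAP4* rose in control cells with shp300/CBP (log2 2.20, SE 0.27, limma adjusted p = 0.00032), opposite to its fall in shHOXB13 cells. *MSMO1*, a sterol demethylation gene, also rose in control cells (log2 1.01, SE 0.17, limma adjusted p = 0.0018). *HMGCS1* fell in control cells as well (log2 −0.78, SE 0.17, limma adjusted p = 0.0073).

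Of the 385 genes, 71 (18.4%) fell at least 1.5-fold with shp300/CBP in control cells and 32 rose. Their median log2 change there was −0.09 (quartiles −0.49 and 0.25). Among all 17678 tested genes, 7.89% fell in control cells. With shp300 alone 28 of the 385 fell and 14 rose in control cells, and with shCBP alone 43 fell and 38 rose.

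The interaction of shHOXB13 and shp300/CBP was lower for 189 of the 385 genes (49.1%) and higher for 4, by limma with Benjamini-Hochberg. Its median log2 value was −1.12 (quartiles −1.68 and −0.66). Selecting genes by their fall in shHOXB13 cells pulls this median below 0, and so does selecting them by their rise, which the interaction contains with a minus sign. Over all 1264 induced genes the interaction was lower for 310 (24.5%) and higher for 12, with a median of −0.62, against 5.59% lower at 1.5-fold over all tested genes. In 20 simulations with no effect of shp300/CBP the induced genes had a median of −0.13 and 0 were lower. In 20 with the effects in shHOXB13 cells dealt at random, the median over induced genes ran from −0.63 to −0.49. There 30.8% to 34.9% of induced genes were lower, and 69.3% to 76.9% of the induced and lowered genes. Neither share seen here exceeds these. The dealt effects build a lower interaction into the genes they lower, however, so that comparison cannot tell whether control cells differ. Both sets of simulations were chosen after the result was seen. For genes whose interaction did not pass, 2 libraries per group leave open how far control cells differ.

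**Figure D1:**
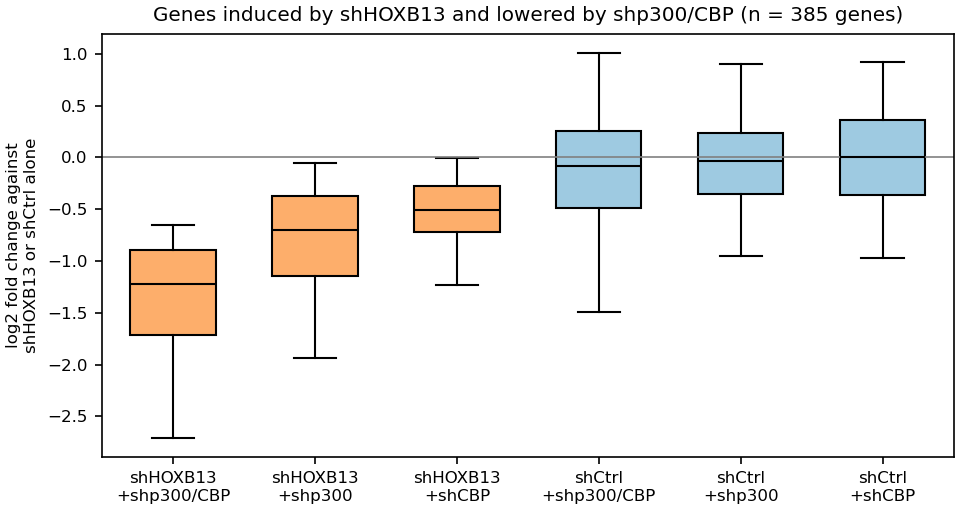
Log2 changes with shp300, shCBP and shp300/CBP over the 385 genes induced by shHOXB13 and lowered by shp300/CBP, in shHOXB13 and control LNCaP cells. Boxes span the quartiles around the median and whiskers the 5th to 95th percentile, with n = 2 libraries per group.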

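*KLK3* encodes prostate-specific antigen and lies on chromosome 19 at 50854915–50860764 (GRCh38, plus strand, 5 exons). It rose from 1150 ± 134 FPKM in shCtrl to 3420 ± 82.7 FPKM in shHOXB13 cells (mean ± SD, n = 2; log2 1.58, SE 0.21, limma with Benjamini-Hochberg, adjusted p = 0.00017). In shHOXB13 cells it fell to 1060 ± 249 FPKM with shp300 (log2 −1.71, SE 0.21, limma adjusted p = 0.00088). With shCBP it averaged 2330 ± 154 FPKM (log2 −0.56, SE 0.21, limma adjusted p = 0.17), and with both hairpins 734 ± 35.3 FPKM (log2 −2.22, SE 0.21, limma adjusted p = 5.5e-05). *KLK3* was lower with shp300 than with shCBP (log2 −1.16, SE 0.21, limma adjusted p = 0.016).

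*FASN* encodes fatty acid synthase and lies on chromosome 17 at 82078338–82098294 (minus strand, 43 exons). It rose from 137 ± 12.3 to 848 ± 22.9 FPKM (log2 2.64, SE 0.12, limma adjusted p = 7.3e-08). It averaged 701 ± 50.6 FPKM with shp300 (log2 −0.28, SE 0.12, limma adjusted p = 0.21) and 576 ± 4.06 FPKM with shCBP (log2 −0.56, SE 0.12, limma adjusted p = 0.05). Both hairpins lowered *FASN* to 472 ± 31.3 FPKM (log2 −0.85, SE 0.12, limma adjusted p = 7e-04). The difference between shp300 and shCBP did not pass for *FASN* (log2 0.28, SE 0.12, limma adjusted p = 0.27).

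In control cells shp300/CBP lowered *KLK3* to 530 ± 35.4 FPKM (log2 −1.11, SE 0.21, limma adjusted p = 0.0044). Control-cell *FASN* averaged 100 ± 4.59 FPKM with shp300/CBP (log2 −0.44, SE 0.12, limma adjusted p = 0.029). Reads were counted per gene without strand, and *KLK2* and *KLK3* are close paralogs.

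**Figure D2:**
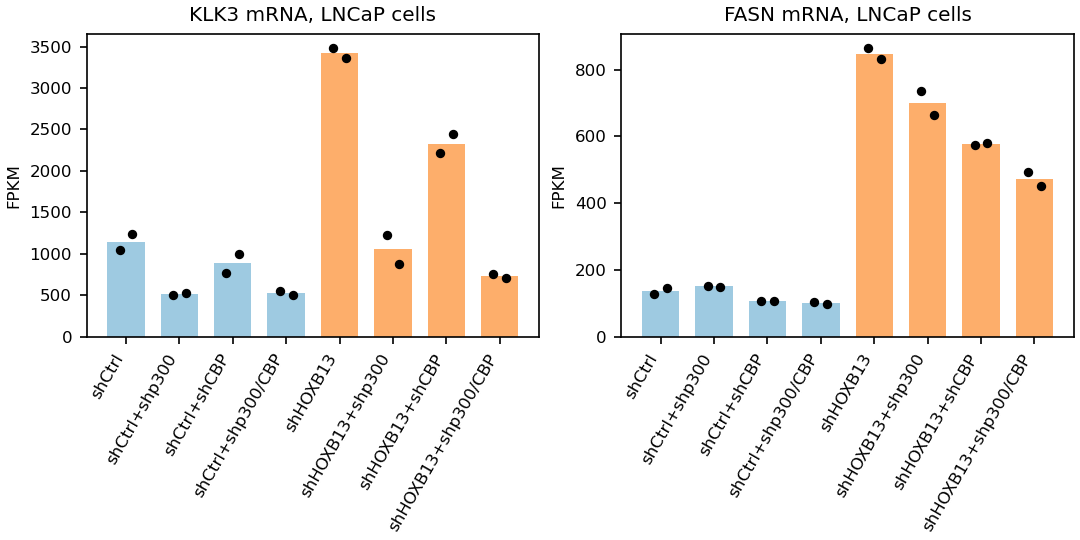
*KLK3* and *FASN* RNA in FPKM in the 16 knockdown libraries of LNCaP cells, grouped by hairpins, with n = 2 libraries per group.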

To further examine whether these HOXB13-loss-induced downstream genes can be targeted using pharmacological inhibitors, we performed RNA-seq in control and *HOXB13*-KD LNCaP cells treated with DMSO or 250 nM CCS1477 for 48 hours. 

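*HOXB13* averaged 142 ± 3.93 FPKM in shCtrl DMSO and 30.4 ± 1.95 FPKM in shHOXB13 DMSO cells (mean ± SD, n = 3; log2 −2.22, SE 0.08, limma with Benjamini-Hochberg, adjusted p = 1.7e-09). CCS1477, a p300/CBP bromodomain inhibitor, left it at 29.5 ± 0.904 FPKM in shHOXB13 cells. *EP300* rose from 9.9 ± 1.02 to 16.6 ± 1.65 FPKM with CCS1477 in shHOXB13 cells. *CREBBP* rose from 4.55 ± 0.236 to 10.3 ± 0.941 FPKM in the same comparison. *KLK3* averaged 1480 ± 182 FPKM in shCtrl DMSO, 5270 ± 513 in shHOXB13 DMSO and 1470 ± 58.8 in shHOXB13 CCS1477. *FASN* averaged 370 ± 26.3, 1900 ± 126 and 817 ± 43.3 FPKM in the same groups.

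*KLK3* fell with CCS1477 in shHOXB13 cells (log2 −1.83, SE 0.14, limma adjusted p = 2.7e-06), as did *FASN* (log2 −1.22, SE 0.13, limma adjusted p = 2.5e-05).

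The series holds 4 groups of 3 libraries, each hairpin with DMSO or 250 nM CCS1477 for 48 hours. Across 15907 expressed genes, log2 FPKM entered 1 limma fit of the 4 groups. In simulated comparisons of 3 against 3 libraries, 67, 67 and 66 genes were changed 1.5-, 2- and 4-fold. The test found 56.7%, 91.0% and 100% of them, with the same limits as in the knockdown series. Changes after shHOXB13 in the 2 series correlated at Pearson 0.71 over 15751 shared genes. Replicate 1 of both shCtrl groups lay apart, correlating with the other replicates at 0.9739 to 0.9764, where all other pairs reached at least 0.9918. Mapped reads ran from 8085754 in a shCtrl DMSO library to 14427238 in a shHOXB13 CCS1477 library.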

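*STEAP4*, a metalloreductase gene, rose from 0.473 ± 0.197 FPKM in shCtrl DMSO to 24.6 ± 1.21 in shHOXB13 DMSO cells and fell to 0.255 ± 0.0618 with CCS1477 (mean ± SD, n = 3). *ABCC11*, an efflux transporter gene, rose from 0.23 ± 0.132 to 26.4 ± 1.41 FPKM and fell to 0.376 ± 0.0701 FPKM. *AGR2*, a secretory disulfide isomerase gene, rose from 26.9 ± 1.62 to 360 ± 11.3 FPKM and fell to 18.6 ± 2.2 FPKM. *UGT2B28*, a steroid-conjugating enzyme gene, rose (log2 6.30, SE 0.11, limma with Benjamini-Hochberg, adjusted p = 9e-12) and fell (log2 −2.02, SE 0.11, limma adjusted p = 2e-07).

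At a 2-fold threshold, 662 genes were higher in shHOXB13 DMSO than shCtrl DMSO cells. Of these, 275 (41.5%) were lower by at least 1.5-fold with CCS1477 and 63 were higher. Their median log2 rise was 1.81 (quartiles 1.32 and 2.54), and their median log2 change with CCS1477 was −1.40 (quartiles −1.98 and −0.96). With the drug, 128 of the 275 were still at least 1.5-fold higher in shHOXB13 than in shCtrl cells. Of the 269 such genes tested in both series, 146 were also induced by shHOXB13 and lowered by shp300/CBP, against 6.15 expected (Fisher exact p = 1.8e-176), which mostly reflects shared induction. Among the 468 genes induced in both series, 209 fell with shp300/CBP and 202 with CCS1477, and 146 with both against 90.2 expected (Fisher exact p = 2.2e-26, a test chosen after the result was seen).

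Independent calls would share 35.1 of the 662 genes. In 20 simulations with unchanged groups 0 were shared, but 0 were induced there. With induction kept up to 804 genes were induced and 0 of them lowered. No gene was truly lowered there either, so those simulations cannot show how many calls the shared group adds. With the effects of CCS1477 dealt at random to genes of like expression, chosen after the result was seen, 20 simulations shared 68 to 105, where independent calls would share 60. Because both comparisons use the shHOXB13 DMSO libraries, part of the excess may come from that shared group. Median-of-ratios scaling gave 1091 induced genes, of which 424 were lowered.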

Integrative analysis of shHOXB13-induced and CCS1477-repressed genes identified 335 genes that were markedly upregulated upon *HOXB13* KD and significantly downregulated by CCS1477 (Figure 2E), consistent with our genetic perturbation results. Likewise, these genes were barely affected by CCS1477 in HOXB13-expressing control cells, indicating that loss of HOXB13 creates a vulnerability to p300/CBP inhibition. 

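*FDFT1* fell from 304 ± 12.2 to 105 ± 3.46 FPKM with CCS1477 in shHOXB13 cells and went from 49.1 ± 3.79 to 47.7 ± 7.69 FPKM in control cells (mean ± SD, n = 3; limma adjusted p = 0.78). *HMGCS1* fell from 50 ± 4.78 to 18.9 ± 1.02 FPKM in shHOXB13 cells and went from 12 ± 1.07 to 12.9 ± 1.86 FPKM in control cells (limma adjusted p = 0.57). *FASN* in control cells averaged 350 ± 62.5 FPKM with CCS1477 (log2 −0.09, SE 0.13, limma adjusted p = 0.65). *KLK3* did fall in control cells, to 908 ± 103 FPKM (log2 −0.71, SE 0.14, limma adjusted p = 0.0037). *AGR2* also fell there (log2 −1.74, SE 0.10, limma adjusted p = 1.6e-06), as did *XBP1* (log2 −1.37, SE 0.13, limma adjusted p = 2.6e-05).

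Of the 275 genes, 68 (24.7%) fell at least 1.5-fold with CCS1477 in control cells and 9 rose. Their median log2 change there was −0.27 (quartiles −0.70 and 0.00). Of all 15907 tested genes, 5.56% fell in control cells, with a median of 0.06.

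The interaction of shHOXB13 and CCS1477 was lower for 170 of the 275 genes (61.8%) and higher for 0, at limma adjusted p under 0.05 alone. With a 1.5-fold threshold too, it was lower for 161 (58.5%), against 2.45% of all tested genes. Its median log2 value was −1.10 (quartiles −1.69 and −0.69). Choosing genes by their rise or their fall in shHOXB13 cells pulls the interaction below 0. Over all 662 induced genes it was lower for 230 (34.7%) at adjusted p alone and higher for 13, with a median of −0.66. In 20 simulations with no effect of CCS1477 that median was −0.08 and 0 were lower. In 20 with the effects in shHOXB13 cells dealt at random, the median over induced genes ran from −0.25 to −0.13 and 25% to 29.6% were lower. The 662 genes lay beyond both ranges, with a median of −0.66 and 34.7% lower. Of the induced and lowered genes in those simulations, 65.3% to 85.1% were lower, which the share of the 275 does not exceed. The dealt effects build a lower interaction into the genes they lower, however, so those simulations cannot tell whether control cells differ. Both sets of simulations were chosen after the result was seen. Genes barely expressed in control cells have little room to fall there.

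**Figure D3:**
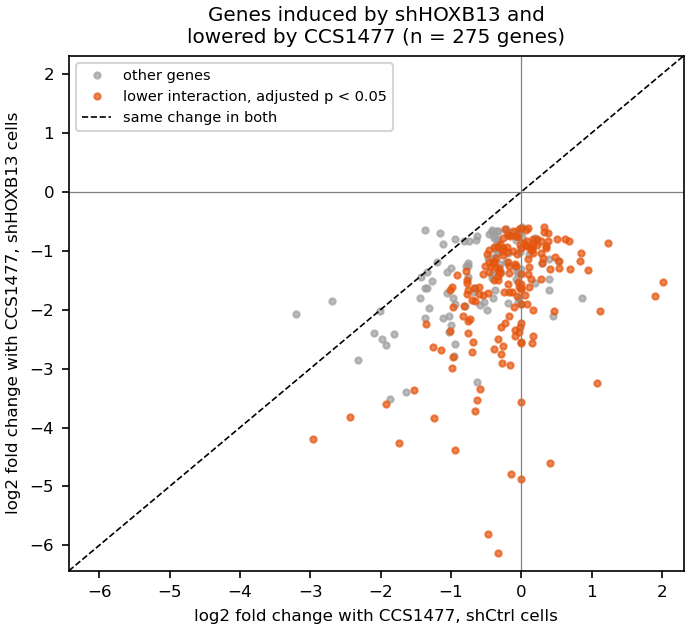
Log2 change with CCS1477 in shHOXB13 and control LNCaP cells for the 275 genes induced by shHOXB13 and lowered by CCS1477. Orange points are the 170 genes with a lower interaction, with n = 3 libraries per group.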

Globally, shHOXB13-induced genes accounted for the majority of the genes that were strongly repressed by CCS1477 (Supplemental Figure 1C), further supporting an on-target effect. 

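*HPGD*, which breaks down prostaglandins, was among the genes CCS1477 lowered most in shHOXB13 cells (log2 −4.38, SE 0.10, limma with Benjamini-Hochberg, adjusted p = 4.3e-10), after a rise with shHOXB13 (log2 2.30, SE 0.10, limma adjusted p = 6.2e-09). *SPINK1*, a trypsin inhibitor gene linked to prostate cancer, fell similarly (log2 −4.60, SE 0.35, limma adjusted p = 2.2e-06). *MYC* fell with CCS1477 in shHOXB13 cells (log2 −0.68) although shHOXB13 had already lowered it (log2 −1.50).

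CCS1477 lowered 844 genes at least 1.5-fold in shHOXB13 cells, and 391 of them (46.3%, exact 95% interval 42.9–49.8%) were at least 1.5-fold higher with shHOXB13. Independent calls would share 72.4. Another 129 (15.3%) were lower with shHOXB13. The induced share rose with the strength of repression. It was 53.2% (240 genes) at 2-fold, 67.7% (128 genes) at 3-fold and 70.9% (73 genes) at 4-fold. Both comparisons share the shHOXB13 DMSO libraries. In 20 simulations with the effects of CCS1477 dealt at random, chosen after the result was seen, the share ran from 12% to 15.2% at 1.5-fold, 11.1% to 15% at 2-fold, 9.81% to 18.1% at 3-fold and 7.64% to 18.7% at 4-fold.

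In control cells CCS1477 lowered 884 genes, and 311 of the 844 (36.8%) fell in both. Genes raised by CCS1477 in shHOXB13 cells were more numerous, 2363, or 73.7% of changed genes. Median-of-ratios scaling put that share at 54.3%, with 1502 higher and 1266 lower. The median log2 change of all tested genes with CCS1477 was 0.20. The falls were called against no change and not against that median.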

Western blot analysis of representative proteins, including PSA and FASN, confirmed this effect; their expression was elevated in *HOXB13*-KD cells and reduced upon CCS1477 treatment (Figure 2F). GO analysis revealed that these shHOXB13-induced and CCS1477-targeted genes (Figure 2E) were enriched for lipid-related pathways (Figure 2G), consistent with the genetic perturbation data described earlier, Collectively, these data demonstrate that HOXB13 loss induces a lipogenic transcriptional program that is critically dependent on p300 and CBP activity.

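*THRSP*, a lipogenesis-associated nuclear protein gene, fell with CCS1477 in shHOXB13 cells (log2 −3.84, SE 0.32, limma with Benjamini-Hochberg, adjusted p = 4.8e-06). *ELOVL5*, not among the induced genes (255 ± 19.7 FPKM in shCtrl DMSO), fell from 308 ± 5.64 to 107 ± 1.64 FPKM (mean ± SD, n = 3). *MGLL*, which encodes monoacylglycerol lipase, rose with shHOXB13 (log2 1.70, SE 0.12, limma adjusted p = 3.5e-07) and fell with CCS1477 (log2 −1.21, SE 0.12, limma adjusted p = 1.9e-05). *SCD* fell less, from 958 ± 84.2 to 703 ± 30.9 FPKM. *SREBF1* did not fall with CCS1477 (log2 0.31, SE 0.09, limma adjusted p = 0.018).

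At adjusted p alone, cholesterol synthesis genes rose with shHOXB13, 15 of 20 higher and 0 lower, and 10 of 20 fell with CCS1477. In fatty acid synthesis, 13 of 22 genes rose and 5 fell with shHOXB13, and CCS1477 lowered 7 and raised 5. SREBP pathway genes split evenly with CCS1477, 6 higher and 6 lower of 13, and under median-of-ratios scaling 0 were higher and 7 lower. Glucuronidation genes fell most evenly, 8 of 9 (median log2 −1.52), and 21 of 24 androgen response genes fell (median log2 −1.18). The paper concludes that HOXB13 loss induces a lipogenic transcriptional program critically dependent on p300 and CBP activity.

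Cholesterol synthesis fell with CCS1477 at camera adjusted p = 7.3e-08 by limma and Benjamini-Hochberg (adjusted p = 0.047 with an estimated correlation). Fatty acid synthesis fell at limma camera adjusted p = 0.012 (adjusted p = 0.16 with an estimated correlation). Adjusted over the list alone, 15 cholesterol and 14 fatty acid genes rose. Counted so, 10 cholesterol, 9 fatty acid, 6 SREBP pathway, 9 glucuronidation and 21 androgen response genes fell. Of the 275 genes, 4 belong to fatty acid synthesis, *ACACA*, *FASN*, *OLAH* and *THRSP*, against 0.38 expected (Fisher exact test, adjusted p = 0.0037). Cholesterol synthesis has 3 of them, *FDFT1*, *HMGCS1* and *IDI1* (Fisher exact test, adjusted p = 0.021). Glucuronidation has 8 of its 9 genes among the 275 (Fisher exact test, adjusted p = 1.4e-12). Against the 662 induced genes alone, 2.1 fatty acid and 2.9 cholesterol genes were expected (Fisher exact tests, adjusted p = 0.6 and 1). Glucuronidation passed there too, with 3.3 expected (Fisher exact test, adjusted p = 0.018).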

### HOXB13 is downregulated in metastatic hormone-sensitive PCa.

We and others have recently reported that HOXB13 is downregulated in approximately 30% of metastatic CRPC and a majority of neuroendocrine PCa (9, 30, 31). Although a previous study has shown a trend of low HOXB13 being associated with worse metastasis-free survival (30), HOXB13 expression in hormone-sensitive metastatic versus primary PCa has not been investigated. To address this, we measured HOXB13 expression by immunohistochemistry (IHC) in an Emory University cohort (Emory cohort) that consisted of 56 high-grade primary PCa cases and 56 lymph node–metastatic (LN-metastatic) PCa cases, all from patients with no prior history of hormone therapy, that is, hormone-naive (HN). Among these, 42 cases had matched primary and LN-metastatic tumor samples from the same patient. IHC analysis showed that HOXB13 was primarily localized to the nucleus, consistent with its function as a transcription factor (Figure 3A). Critically, HOXB13 expression was overall significantly decreased in LN metastases compared with primary PCa (Figure 3, A and B). Taking a closer look at matched primary and LN cases, we confirmed significantly lower HOXB13 staining in the LN-metastatic lesions compared with the matched primary tumors (Figure 3C), suggesting that HOXB13 downregulation is associated with metastatic progression.

Given that HOXB13 is a key cofactor of AR, we wondered whether its expression might be influenced by androgen deprivation therapy (ADT), a standard treatment for advanced PCa. To this end, we exploited the New York University cohort (NYU cohort) of primary PCa that included 30 HN, 5 samples from patients who had received hormone therapy for less than 2 months (HR<2M), and 45 samples from patients treated for more than 2 months (HR>2M). IHC staining revealed that HOXB13 expression was not significantly altered in patients who had received ADT, regardless of treatment duration, when compared to HN samples (Figure 3, D and E). These data suggest that HOXB13 is not directly regulated by ADT, nor did it undergo upregulation during the development of treatment resistance to ADT. In summary, our results indicate that HOXB13 downregulation occurs early at the metastatic processes of PCa, rather than as a consequence of hormone therapy, thus representing a critical therapeutic target in metastatic hormone-sensitive PCa.

### Lipid-induced MMP genes mediate HOXB13-loss-induced cell motility.

To connect HOXB13-loss-induced lipogenesis with PCa metastasis, we analyzed the expression of epithelial-mesenchymal transition (EMT) signature genes, which are well known to promote metastasis, in publicly available PCa datasets. We found that these genes were expressed at much higher levels in HOXB13-low compared with HOXB13-high tumors (Supplemental Figure 2A), indicating that HOXB13 loss may induce EMT gene expression. Further analysis of genes enriched in the EMT hallmark in our *HOXB13*-KD cells revealed increased expression of a few key EMT regulators, including *SNAI1/2* and *ZEB1*, and variable expression of others (Supplemental Figure 2, B and C). However, a significant upregulation of EMT effectors such as MMP genes, specifically *MMP7*, *MMP10*, *MMP12*, and *MMP13*, was observed (Figure 4A). Of these, MMP24 and MMP16 were expressed at very low levels in LNCaP to begin with and thus their reduction is negligible. These findings suggest that *HOXB13* KD may enhance cell motility primarily through MMP-mediated disruption of the extracellular matrix (ECM), rather than by broadly increasing PCa cell plasticity through EMT. Of clinical relevance, we validated elevated MMP expression in HOXB13-low compared with HOXB13-high PCa patient samples (Figure 4B). It has been shown that the expression of MMPs is regulated by lipids in adipose tissue. In line with this, we found that *MMP* gene expression was significantly increased upon stimulation by lipid mixture in LNCaP and PC-3M PCa cell lines (Figure 4, C and D). Critically, RT-qPCR confirmed their upregulation in PCa cells following *HOXB*13 KD, which was abolished by FASN inhibition using TVB-2640 (Figure 4E), suggesting that lipids, or fatty acids, increased in *HOXB13*-KD cells may induce *MMP* expression.

Next, we sought to determine whether the induction of MMPs is critical for the increased motility of *HOXB13*-depleted cells that we have previously reported (9). As multiple MMPs were upregulated in *HOXB13*-KD cells, we chose PF-00356231 hydrochloride, a broad-spectrum MMP inhibitor (MMPi), with potent activity against MMP12, MMP13, MMP9, MMP8, and MMP3 (32), to block these MMPs simultaneously. In vitro cell invasion assays revealed that *HOXB*13-KD-induced cell motility was significantly abolished by MMPi in both LNCaP and PC-3M cells (Figure 4, F and G), while cell proliferation was minimally affected (Supplemental Figure 2D). As a control, lipid-rich medium induced LNCaP cell invasion, which was profoundly attenuated by MMPi treatment (Supplemental Figure 2E). In summary, our data suggest that HOXB13-loss-induced lipogenesis promotes PCa cell invasion, at least in part, via MMPs.

### HOXB13-KD-induced lipid accumulation and cell invasion were abolished by p300/CBP inhibitors.

To discover therapeutic approaches to target HOXB13 loss in metastatic PCa, we tested the clinically available p300/CBP inhibitor CCS1477, since p300 and CBP are required for HOXB13-loss-induced lipogenic gene expression. We first performed Oil Red O (ORO) staining to detect neutral lipids in control and *HOXB13*-KD LNCaP cells treated with CCS1477. Consistent with our previous report (9), the depletion of *HOXB13* induced massive lipid accumulation in LNCaP cells, which, importantly, was drastically reduced upon treatment with CCS1477 (Figure 5A). Similar results were observed in the CRPC cell line 22Rv1 and the AR-negative PC-3M cells (Figure 5B and Supplemental Figure 3, A and B), suggesting an AR-independent mechanism of action. Altogether, our data demonstrated that p300/CBP inhibition significantly abolished HOXB13-loss-induced lipid accumulation in PCa cells, consistent with the transcriptome data shown earlier.

Accordingly, in vitro invasion assays revealed that CCS1477 significantly reduced *HOXB13*-KD-induced cell invasion in both LNCaP and PC-3M cells (Figure 5, C and D). Importantly, this effect was partially rescued by lipid supplementation (Supplemental Figure 3C), further supporting the idea that CCS1477 suppresses *HOXB13*-KD cell invasion by blocking lipid biosynthesis. Notably, although CCS1477 also decreased control cell invasion, the magnitude of changes was much less than that of the *HOXB13*-KD cells, suggesting an increased sensitivity of HOXB13-low cells to CCS1477. Moreover, *HOXB13*-KD cells did not exhibit increased sensitivity to CCS1477 in terms of cell proliferation, suggesting that the effect of p300/CBP inhibition in this context is specific to cell motility rather than growth (Supplemental Figure 3D). As our earlier data indicated that HOXB13-loss-induced cell motility is dependent on MMP genes, we examined whether MMP genes are involved in the cellular response to CCS1477. RT-qPCR analysis showed that the upregulation of *MMPs* in *HOXB13*-KD cells was drastically reduced by CCS1477 treatment (Figure 5E). In summary, our data support that *HOXB13*-KD-induced lipid accumulation and cell invasion can be effectively targeted by p300/CBP inhibitors, likely by suppressing MMP genes.

### Pharmacological inhibitors of p300/CBP abolished HOXB13-loss-induced tumor metastasis.

Next, we evaluated whether p300/CBP inhibition can attenuate HOXB13-loss-induced tumor metastasis in vivo. As our earlier results showed that *HOXB13* KD had minimal impact on PC-3M cell proliferation, we generated intravenous PCa xenograft models by inoculating luciferase-labeled PC-3M cells with either control (pGIPZ) or *HOXB13* KD into nude SCID mice through tail vein injection and monitored tumor metastasis. In vivo imaging system (IVIS) confirmed comparable tumor cell uptake in the lungs between groups immediately after tail vein injection (Figure 6A, week 0). At 10 days after PCa cell inoculation, mice bearing control or *HOXB13*-KD tumors were randomized to receive either vehicle (5% DMSO, 95% methylcellulose) or CCS1477 (20 mg/kg, daily) for 7 weeks by oral gavage. At week 7 after inoculation, IVIS showed apparent metastasis in 4 out of 5 *HOXB13*-KD mice — 2 in the lung and the other 2 in the prostate. In contrast, only 1 mouse in the control group developed detectable metastatic tumors (in the lung and prostate), confirming that *HOXB13* KD increased tumor metastasis (Figure 6A, week 7). Importantly, none of the CCS1477-treated *HOXB13*-KD mice developed tumor metastasis, strongly supporting the idea that CCS1477 treatment eliminated *HOXB13*-KD-induced metastasis. Furthermore, the body weight of mice was not significantly affected by the drug (Supplemental Figure 4A), indicating the tolerability of the drug. Distant organs were dissected from the mice at the endpoint. IVIS imaging revealed that more tumor cells metastasized to distant organs, such as the liver, lung, rib, hind leg, and prostate, in the HOXB13-KD group compared with the control and CCS1477-treated mice (Figure 6, B and C, and Supplemental Figure 4, B–D). In summary, these data demonstrate that CCS1477 can effectively suppress HOXB13-loss-induced PCa metastasis in vivo without apparent toxicity, and thus may represent a promising therapeutic strategy for metastatic PCa with low HOXB13 expression.

## Discussion

Our previous study revealed that HOXB13 interacts with the HDAC3-NCoR complex and recruits them to lipogenic enhancers to catalyze histone deacetylation, resulting in the suppression of lipogenic programs (9). Accordingly, HOXB13 loss results in an enhanced lipogenic program in PCa, which has been associated with tumor metastasis. However, it remained unclear whether active catalysis of histone acetylation and the enzymes p300 and CBP are directly involved in this process. Previous studies have shown that the HDAC3-NCoR co-repressor complex and p300/CBP function antagonistically to regulate steady-state histone acetylation dynamics (10, 13). These complexes are recruited and co-localized with lineage-specific or oncogenic transcription factors at enhancers, where they fine-tune lineage-determined gene expression or drive oncogenic transcriptional programs (33–35), respectively. In agreement with such dogma, here, we found that p300 and CBP co-occupy HOXB13/HDAC3 shared binding sites and that the loss of HOXB13 disrupts the balance between HDAC3 and p300/CBP, leading to reduced HDAC3 recruitment, increased p300 and CBP occupancy, elevated H3K27ac levels, and aberrant activation of lipogenic programs (Figure 6D). These findings position HOXB13 as a molecular coordinator that modulates HDAC3 and p300 and CBP activity to fine-tune lipid-related transcription in PCa. Furthermore, the increased p300 and CBP binding at lipogenic enhancers in *HOXB13*-depleted cells may involve other lipid-regulating transcription factors, such as SREBPs that are also increased by *HOXB13* KD (9). SREBPs are known to interact with p300 and CBP and recruit them to lipogenic gene loci, such as *FASN*, to induce their expression in liver and adipose tissue in response to insulin (36). Whether SREBPs similarly contribute to lipogenic enhancer activation in *HOXB13*-deficient PCa cells remains an important question for future investigation.

Clinically, lipid dysregulation and accumulation have been strongly associated with PCa aggressiveness. HFD promotes PCa metastasis in preclinical models (26), and aberrant accumulation of lipid droplets has been seen in high-grade, metastatic PCa and circulating prostate tumor cells (18). However, the molecular mechanisms linking lipid metabolism to metastasis remain elusive. In the current study, we identified MMP genes, key effectors of EMT and cell motility, as downstream targets induced in *HOXB13*-depleted cells (Figure 6D). This induction might be caused by lipid accumulation in the cells but might also be due to the regulation by upstream lipogenic enzymes. Importantly, both p300/CBP inhibition and FASN inhibition suppressed MMP expression and abolished HOXB13-loss-induced cell motility, suggesting a lipid/MMP/cell invasion axis (Figure 6D). Supporting this, a recent study showed that fatty acids, such as palmitate, promote murine lung cancer cell metastasis via acetylation of NF-κB subunit p65, resulting in activation of NF-κB signaling and upregulation of prometastatic genes, such as *Mmp9* and *Tnfaip2* (37). Whether a similar mechanism underlies lipid-induced MMP activation in our models warrants further investigation.

Several p300 and CBP inhibitors have been developed, including CCS1477. Notably, CCS1477 has shown potent activity in suppressing PCa cell growth in vitro and in vivo, in part by downregulating AR and MYC expression, and is currently under evaluation in a first-in-human phase I clinical trial for advanced PCa (16). In the current study, we found that *HOXB13*-KD-induced lipogenic programs are dependent on p300 and CBP activity. Notably, approximately 60% of CCS1477-repressed genes in HOXB13-KD cells were induced by HOXB13 KD, and these genes were enriched in lipogenesis, suggesting that they are the primary targets of CCS1477 in this context. Accordingly, treatment with CCS1477 effectively abolished *HOXB13*-KD-induced lipid accumulation, and thus PCa cell invasion in vitro and prostate tumor metastasis in vivo. While our in vitro studies analyzed both AR-positive and AR-negative cell lines, supporting the generality of our findings, our in vivo investigation of CCS1477 was limited to AR-negative PC-3M cells. This limitation can be addressed by broader testing in additional models in the future. Clinically, we observed that HOXB13 expression is significantly reduced in LN metastases compared with paired primary tumors from the same patient before any hormonal treatment, suggesting that HOXB13 loss is associated with metastatic progression rather than disrupted androgen signaling. While our current cohort included only lymph node metastases, previous studies of metastatic CRPC (including liver and bone metastases) similarly demonstrated consistent HOXB13 downregulation (9), supporting its broader role in advanced metastasis beyond LNs. Future analyses of HOXB13 in metastatic tumors, such as liver, lung, and bone, of HN PCa relative to primary sites will further clarify this point. In summary, our findings suggest that CCS1477 or other p300/CBP-targeting agents may be promising therapeutic options for patients with HOXB13-low, metastatic, hormone-sensitive PCa.

## Methods

### Sex as a biological variable.

In this study, only male mice (NOD SCID mice, 6–7 weeks old) were used. PCa is a male-specific disease, and thus, male mice were selected to accurately model the biological and clinical characteristics of the disease. The use of male mice ensures relevance to human PCa, and findings are not expected to vary significantly across sexes, as PCa primarily affects males. This choice aligns with the biological specificity of the disease.

### Cell lines, antibodies and chemical reagents.

PCa cell lines LNCaP, 22Rv1, PC-3M and human embryonic kidney cell line HEK293T were obtained from the American Type Culture Collection (ATCC) and cultured in either RPMI 1640 or DMEM with 10% FBS and 1% penicillin/streptomycin. Cell lines were either newly acquired from ATCC or authenticated within 6 months of growth and cells under culture are frequently tested for potential mycoplasma contamination. The antibodies used in this study include HOXB13 (Cell Signaling Technology, 90944T), PSA (Cell Signaling Technology, 2475T), p300 (Cell Signaling Technology, 54062S), CBP (Cell Signaling Technology, 7389S), FASN (Santa Cruz Biotechnology, sc-48357) for WB application, and p300 (Bethyl, A300-358A) and H3K27ac (Cell Signaling Technology, 8173S) for ChIP application. The small-molecule inhibitors used were CCS1477 (Chemietek, CT-CCS1477) and PF-00356231 hydrochloride (MedChemExpress, HY-114091).

### Constructs and lentivirus.

The shRNAs targeting *CBP* and *p300* were cloned into pLKO.1-TRC lentiviral vector (Addgene, 10878). The pGIPZ lentiviral vector expressing an shRNA targeting *HOXB13* (clone ID: V3LHS_403019), along with the corresponding control vector, was obtained from Open Biosystems. All plasmid constructs were verified by Sanger sequencing, and the oligonucleotide sequences used in this study are listed in Supplemental Table 2. Lentiviruses were generated by co-transfecting HEK293T cells with psPAX2, pMD2.G, and the respective shRNA plasmid at a ratio of 2:1:1 using a standard PEI transfection protocol. Viral supernatants were collected 48 hours after transfection, filtered through a 0.45 μm filter, and used to infect PCa cells in the presence of 8 μg/mL polybrene to enhance transduction efficiency.

### RNA extraction, RT-qPCR, and RNA-seq.

Total RNA was extracted using the Nucleospin RNA kit (Takara) according to the manufacturer’s recommended protocol. For cDNA synthesis, 500 ng of RNA was reverse transcribed using the ReverTra Ace qPCR RT Master Mix Kit (Diagnocine), also according to the manufacturer’s protocol. Quantitative PCR (qPCR) was carried out using 2× Universal SYBR Green Fast qPCR Mix (Abclonal, RK21203) on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). Primer sequences used for qPCR are listed in Supplemental Table 2. For RNA-seq, total RNA was isolated as described above, with experiments performed with biological duplicates or triplicates. High-quality, DNA-free RNA (0.5 μg) was used to prepare RNA-seq libraries using the NEBNext Ultra RNA Library Prep Kit (New England Biolabs), in accordance with the manufacturer’s protocol. Libraries were assessed for quality, ensuring a fragment size distribution between 250 and 400 bp, absence of adapter contamination, and no signs of RNA degradation. Qualified libraries were quantified using the Library Quantification Kit for Illumina (Kapa Biosystems, KK4603), pooled to a final concentration of 10 nM, and sequenced using paired-end on the Illumina NovaSeq 6000 platform.

### ChIP and ChIP-seq.

ChIP and ChIP-seq were performed using a previously described protocol (9, 38), with the following modifications. For H3K27ac ChIP, PCa cells were crosslinked in 1% formaldehyde (Thermo Fisher Scientific, 28908) for 10 minutes at room temperature with gentle rotation, followed by quenching with 0.125 M glycine for 5 minutes. A total of 2 million cells were used per ChIP reaction. For p300 ChIP, double crosslinking was employed. Ten million cells were first treated with 2 mM disuccinimidyl glutarate (DSG, Pierce) for 10 minutes at room temperature, followed by crosslinking with 1% formaldehyde for an additional 10 minutes. The crosslinking reaction was quenched with 0.125 M glycine for 5 minutes at room temperature. For ChIP-seq, *Drosophila* S2 cells were used as a spike-in control to normalize ChIP signals, following the protocol provided by Active Motif. Primer sequences used for ChIP-qPCR are listed in Supplemental Table 2.

### RNA-seq and ChIP-seq analysis.

For RNA-seq, raw sequencing reads were aligned to the NCBI human reference genome GRCh38 using STAR (https://github.com/alexdobin/STAR). Gene-level raw counts were calculated, and FPKM values (fragments per kilobase of transcript per million mapped reads) were computed using an in-house Perl script (Supplemental Methods). Differentially expressed genes (DEGs) were identified using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) with the default Wald’s test in a pairwise comparison.

For ChIP-seq analysis, sequencing reads were aligned to the human reference genome hg38 using Bowtie2 (v2.0.5; https://bowtie-bio.sourceforge.net/bowtie2/index.shtml). FastQC (v0.12; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to assess sequencing quality. Adapter sequences were removed using Trim Galore (v0.6.5; https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Non–uniquely mapped reads, duplicated reads, and genomic blacklisted regions were excluded. The remaining high-quality reads were used to identify ChIP-enriched binding peaks using HOMER (v4.11; http://homer.ucsd.edu/homer/) with default parameters. Heatmaps and signal density plots of ChIP-seq signals were generated using deepTools (https://deeptools.readthedocs.io/en/latest/). For H3K27ac ChIP-seq, *Drosophila* S2 spike-in normalization was applied to account for technical variability.

### Cell invasion, colony formation assay, and ORO staining of neutral lipids.

Cell invasion assays were performed as previously described (9), with the following modifications. LNCaP (30,000 cells) or PC-3M (15,000 cells) were seeded into the upper chambers of Transwell inserts. The upper chamber contained complete growth medium with 1% FBS, while the lower chamber was filled with medium containing 20% FBS to serve as a chemoattractant. After 48 hours of incubation, invading cells were fixed, stained, and quantified. The colony formation assays and ORO staining assays of LNCaP and PC3M cells were performed as previously reported (9).

### Murine intravenous xenograft studies.

All mice were housed in a specific pathogen–free (SPF) facility under controlled conditions (20°C–23°C, 40%–60% humidity, 12-hour light/12-hour dark cycle). NOD SCID male mice (6–7 weeks old) were obtained from Charles River Laboratories. Intravenous injection was performed as previously described (9). Briefly, luciferase-labeled PC-3M cells stably expressing either control shRNA or HOXB13-targeting shRNA (2 × 10^6^ cells in 200 μL of 1× PBS) were injected into the tail vein. Ten days after injection, mice were randomly assigned to receive either vehicle (5% DMSO, 95% methylcellulose) or CCS1477 (20 mg/kg) via daily oral gavage for 7 weeks. Tumor metastasis was monitored weekly using the Lago Bioluminescence/Fluorescence Imaging System (Spectral Instruments Imaging) at the Northwestern University Core Facility, following the manufacturer’s protocol. For ex vivo IVIS imaging, mice were euthanized 10 minutes after intraperitoneal injection of d-luciferin, and major organs, including liver, lung, rib, and hind leg, were immediately harvested and imaged.

### IHC and TMA analysis.

Two PCa tissue microarrays (TMAs), constructed with approval from their respective Institutional Review Board, were utilized in this study. The Emory cohort consisted of 56 high-grade primary PCa and 56 LN-metastatic PCa samples, all derived from patients with no prior hormone therapy. Among these, 42 cases included matched primary and LN-metastatic tumor tissues from the same individuals. The NYU cohort comprised 30 HN primary PCa samples, 5 samples from patients who received hormone therapy for less than 2 months (HR<2M), and 45 samples from patients treated for more than 2 months (HR>2M). TMAs were constructed by the Prostate Cancer Biorepository Network (PCBN) at New York University, with approval from the NYU Institutional Review Board. HOXB13 IHC was performed using a validated antibody (Cell Signaling Technology, 90944S) by the Emory University Pathology Core and the Northwestern University Pathology Core. Whole-slide images were captured using the Zeiss Axioscan 7 at the Emory University Imaging Core and analyzed with ZEN lite software (Zeiss). HOXB13 staining intensity was blindly scored by a board-certified pathologist on a scale of 0 to 3, corresponding to negative, weak, moderate, or strong staining, and multiplied by the percentage of positive tumor cells to generate a final IHC score.

### Statistics.

For each independent in vitro experiment, at least 3 technical replicates were used. Most in vitro experiments were repeated independently three times, and some were repeated twice. Two-tailed, unpaired Student’s *t* tests were used to assess statistical significances in RT-qPCR experiments and cell-based functional assays. One-way analysis of variance (ANOVA) was used to determine statistically significant differences across treatment groups.

### Study approval.

Our research complied with all relevant ethical regulations. Mouse handling and experimental procedures were approved by the Institutional Animal Care and Use Committee at Northwestern University in accordance with the US NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and the Animal Welfare Act.

### Data availability.

All RNA-seq and ChIP-seq data generated in this study are available in the NCBI Gene Expression Omnibus (GEO GSE296250). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

JY and XL conceived the project and designed the experiments. QC, XL, JCZ, and JY conducted bioinformatic and statistical analyses. XL, LP, ML, and SY performed experiments. XL, JM, and LRH performed HOXB13 IHC staining and scoring. MH and MAB provided guidance on the clinical implications of the study. XL and JY wrote the manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH/National Cancer Institute grant R01CA257446 (to JY).
- Department of Defense grant PC210266 (to JY).
- Northwestern University Pathology Core Facility, Emory University Pathology Core Facility, and Emory Imaging Core Facility (partial support).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
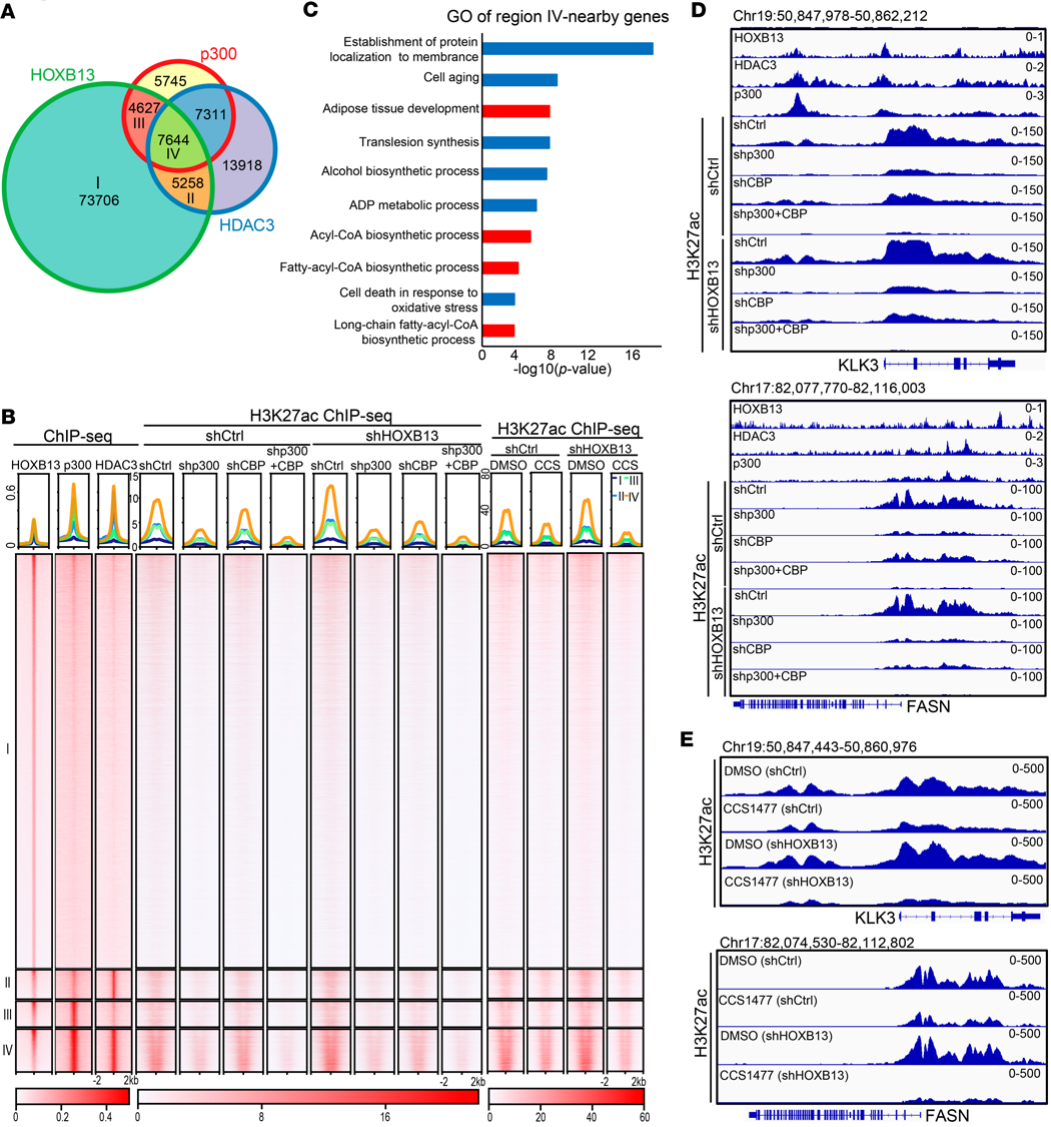
p300 co-occupies and activates HOXB13/HDAC3-bound lipogenic enhancers. (**A**) Venn diagram showing overlap of HOXB13, p300, and HDAC3 binding sites in LNCaP cells. (**B**) Heatmaps showing indicated ChIP-seq intensity centered (±2 kb) around the 4 clusters of overlapping sites identified in **A**. I, HOXB13-only sites; II, HOXB13 and HDAC3 co-binding sites; III, HOXB13 and p300 co-binding sites; IV, HOXB13, HDAC3, and p300 co-binding sites (HHP). Scale bar: enrichment intensity. (**C**) GO analysis genes near the HOXB13, HDAC3, and p300 co-binding site (region IV in **A**), identified by GREAT, with gene regulatory domain definition within 100 kb. *P* values by binomial test. (**D**) IGV showing HOXB13, p300, HDAC3, and H3K27ac ChIP-seq signal at HOXB13-repressed genes *KLK3* (top) and *FASN* (bottom) loci in LNCaP cells with indicated genetic aberrations. (**E**) IGV showing H3K27ac ChIP-seq signal at HOXB13-repressed genes *KLK3* (top) and *FASN* (bottom) loci in control or *HOXB13*-KD LNCaP cells with DMSO or CCS1477 treatment.

**Figure 2:**
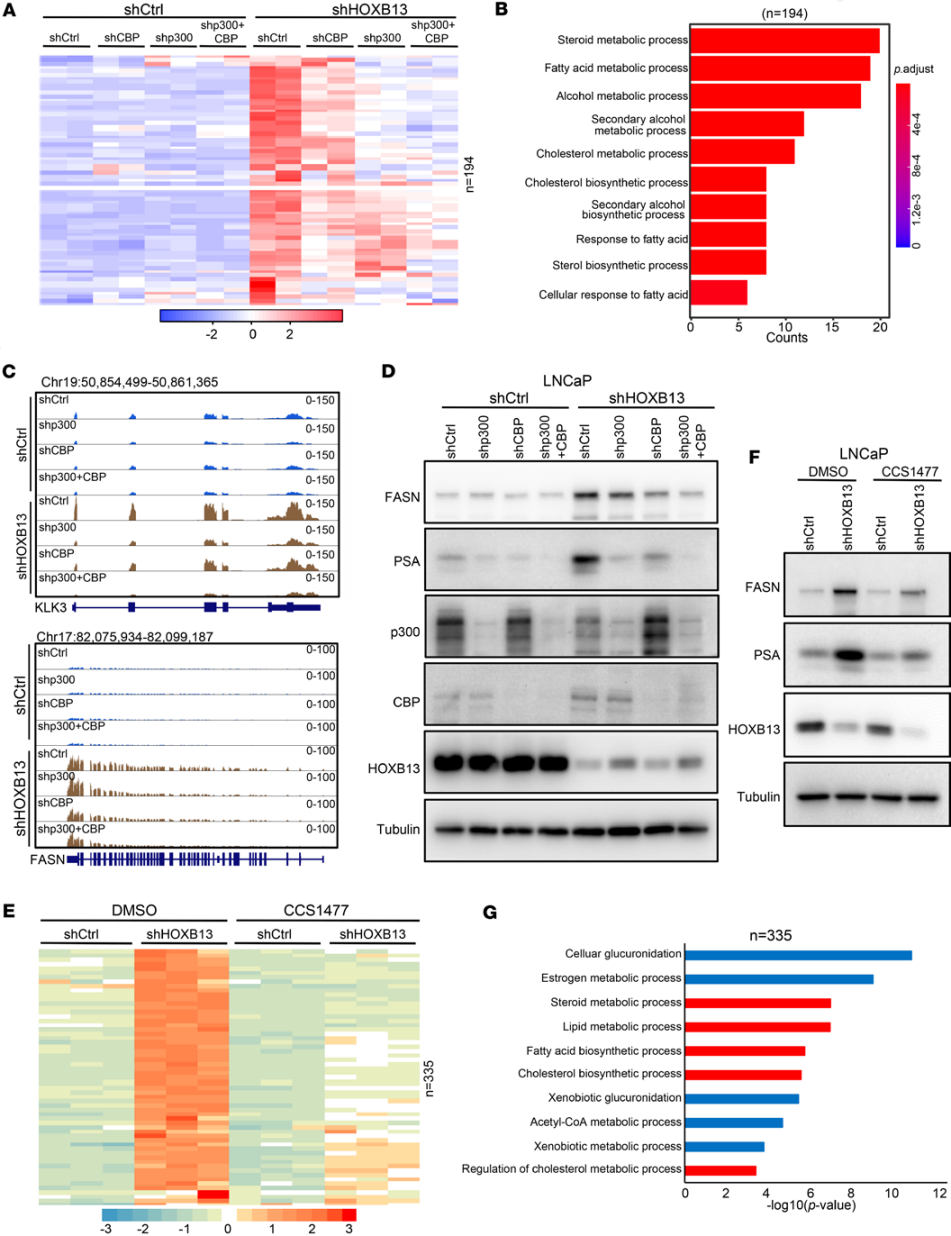
p300 and CBP are required for HOXB13-loss-induced lipogenic program. (**A**) Heatmap showing shHOXB13-induced genes that are dependent on p300 and CBP in LNCaP cells with *HOXB13* KD and/or *p300*/*CBP* KD. HOXB13-repressed genes were identified by DESeq2 with fold change ≥ 1.5 and adjusted *P* < 0.05. Color bar: *z*-score. (**B**) GO analysis of the genes identified in **A**. Top enriched molecular concepts are shown on the *y*-axis, while the *x*-axis indicates number of genes in each significant GO term. (**C**) Genome browser showing mRNA expression of HOXB13-target genes *KLK3* and *FASN* in LNCaP cells with indicated treatment. (**D**) Western blot analysis of FASN, PSA, and HOXB13 expression in LNCaP cells with *HOXB13* KD and/or *p300*/*CBP* KD. (**E**) Heatmap showing shHOXB13-induced genes that are repressed by CCS1477 in LNCaP cells with *HOXB13* KD and/or CCS1477 treatment. Control (sh*Ctrl*) or *HOXB13*-KD (sh*HOXB13*) cells were subjected to control (DMSO) or CCS1477 (250 nM) treatment for 48 hours, and RNA-seq was performed in triplicate. HOXB13-repressed genes were identified by DESeq2 with fold change ≥ 2 and adjusted *P* < 0.05. Color bar: *z*-score. (**F**) Western blot analysis of FASN, PSA, and HOXB13 expression in control or *HOXB13*-KD LNCaP cells treated with DMSO or CCS1477. (**G**) GO analysis of the genes identified in **E**. Top enriched molecular concepts are shown on the *y*-axis, while the *x*-axis indicates enrichment significance. Lipid- and cell cycle–related GO terms are highlighted in Red. *P* values by 1-sided hypergeometric test.

**Figure 3:**
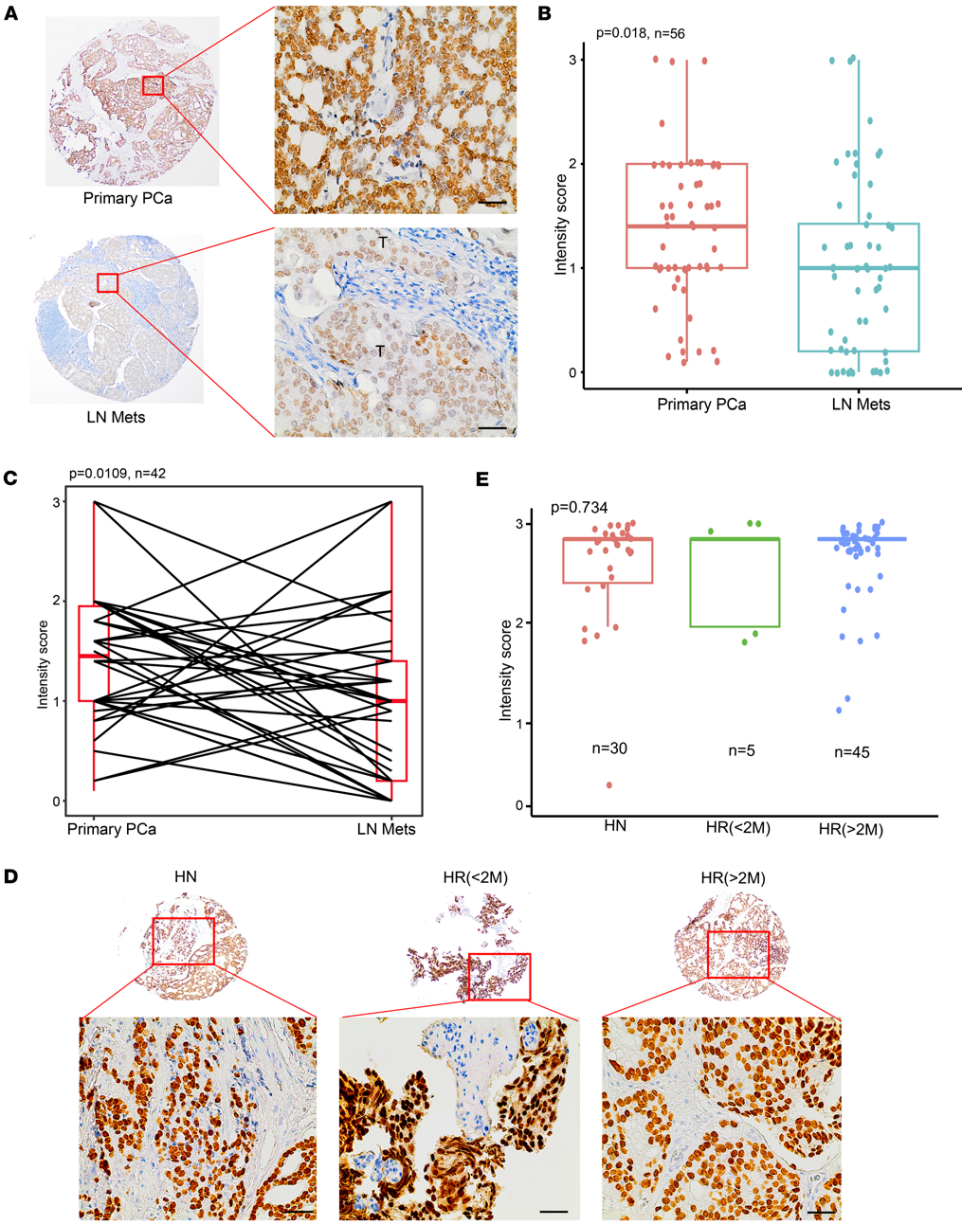
HOXB13 is downregulated in metastatic hormone-sensitive prostate cancer. (**A**) Representative images of HOXB13 staining in primary tumors (top) and lymph node–metastatic PCa (LN Mets, bottom) are shown in low (×4) and high (×40) magnification. “T” indicates tumor in LN Mets. (**B**) Quantification of HOXB13 IHC staining intensities in primary PCa and LN Mets. *P* value was calculated by unpaired, 2-sided *t* test. Box-and-whisker plots represent the median (line) and bottom and upper quartiles (box bounds); whisker edges indicate the minimum and maximum values. (**C**) Quantification of HOXB13 IHC staining intensities in paired primary PCa and LN Mets. Data are shown as in **B**. *P* value was calculated by paired, 2-sided *t* test. (**D**) Representative images of HOXB13 staining in primary PCa from hormone treatment–naive patients (hormone naive, HN; left), or from patients with hormone therapy less than 2 months (hormone received, HR<2M, middle), or from patients with hormone therapy more than 2 months (hormone received, HR>2M, right). The images are shown in low (×10, top) and high (×40, bottom) magnification. (**E**) Quantification of HOXB13 IHC staining intensities in PCa samples from **D**. Data are shown as in **B**. *P* value was calculated by 1-way ANOVA followed by Tukey’s multiple-comparison test.

**Figure 4:**
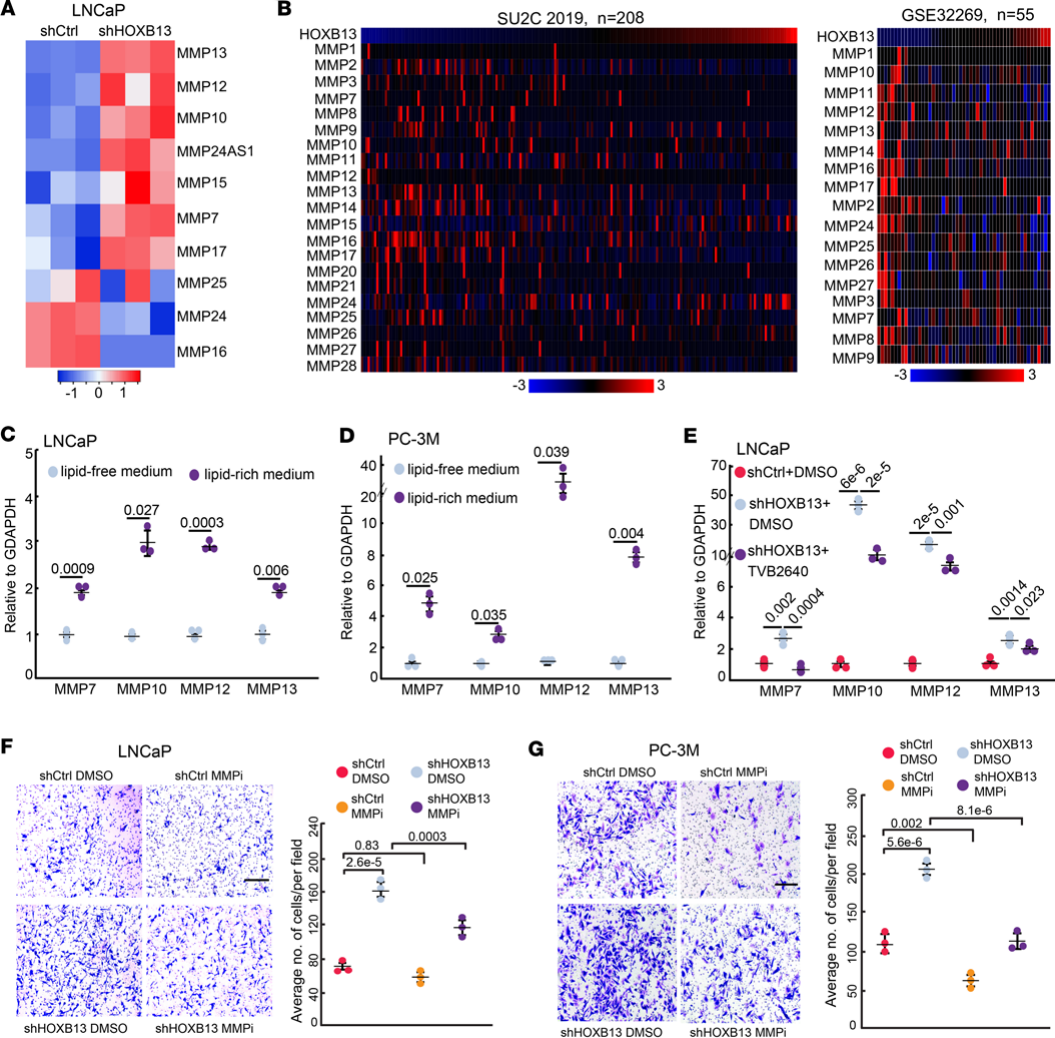
Lipid-induced MMP genes mediate HOXB13-loss-induced cell motility. (**A**) Heatmap showing MMP expression in LNCaP RNA-seq with control or *HOXB13* KD. All expressed MMPs in LNCaP cells were included in analysis. Color bar: *z*-score. (**B**) Heatmaps showing expression of MMPs in the indicated PCa patient data sets with samples ordered by HOXB13 level (top row). All the expressed MMPs in patients were included in analysis. Color bar: *z*-score. (**C** and **D**) RT-qPCR analysis of *MMP* expression in LNCaP (**C**) and PC-3M (**D**) cells cultured in lipid-free medium or lipid-rich medium (2% lipid mixture). Data were normalized to *GAPDH* (mean ± SEM, *n* = 3). *P* values were calculated by unpaired, 2-sided *t* test. (**E**) RT-qPCR analysis of *MMP* expression in LNCaP cells with sh*HOXB13* and/or TVB-2640 treatment. Data were normalized to *GAPDH* (mean ± SEM, *n* = 3). *P* values were calculated by unpaired, 2-sided *t* test. (**F** and **G**) Cell invasion assays of control or *HOXB13*-KD LNCaP (**F**) and PC-3M (**G**) cells treated with DMSO or MMPi. Representative images are shown (left), and the number of invaded cells is quantified (right). Scale bars: 50 μm. Quantification data are the mean ± SD of technical replicates from 1 of 2 (*n* = 2) independent experiments. *P* values were calculated by unpaired, 2-sided *t* test.

**Figure 5:**
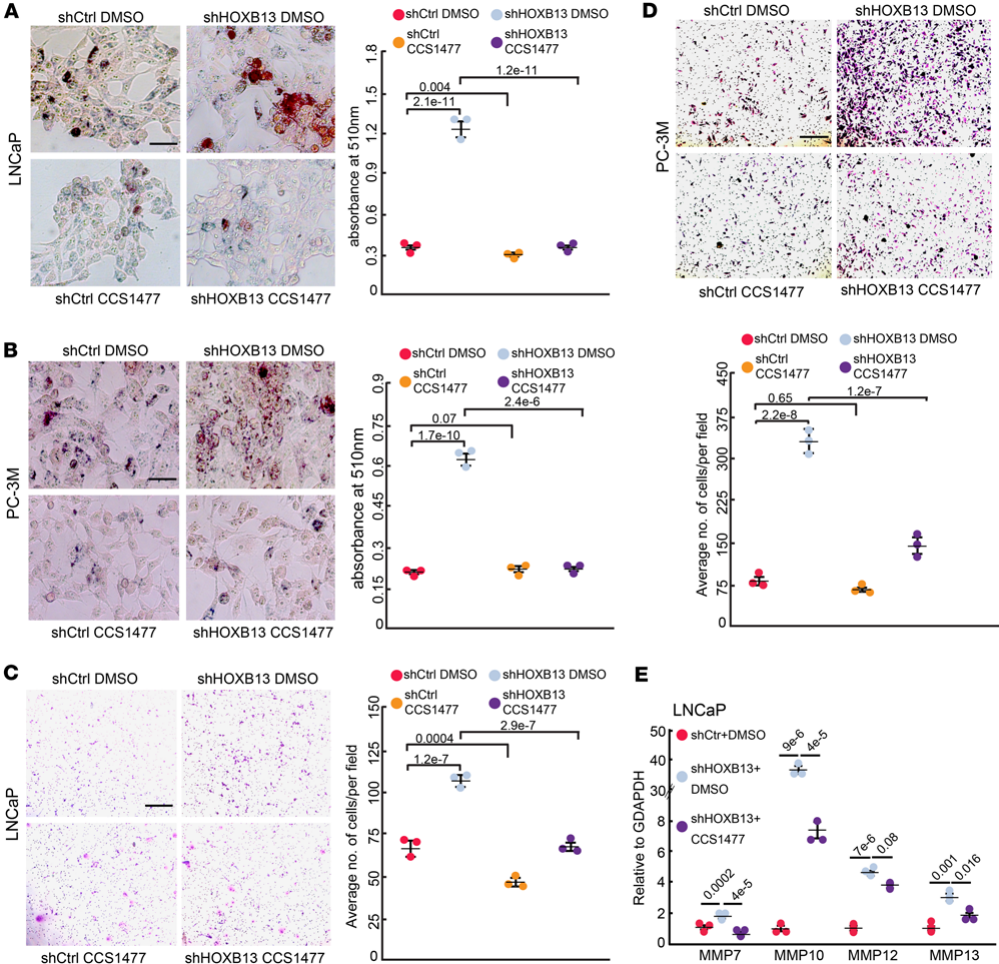
p300 and CBP inhibitors mitigate *HOXB13*-KD-induced lipid accumulation and cell invasion. (**A** and **B**) Representative images of ORO staining (left) and quantification (right) of neutral lipids in LNCaP (**A**) and PC-3M (**B**) cells with sh*HOXB13* and/or CCS1477 treatment. Scale bars: 30 μm. Quantification data are the mean ± SD of technical replicates from 1 of 2 (*n* = 2) independent experiments. *P* values were calculated by unpaired, 2-sided *t* test. (**C** and **D**) Cell invasion assays of control or *HOXB13*-KD LNCaP (**C**) and PC-3M (**D**) cells treated with DMSO or CCS1477. CCS1477: 250 nM for LNCaP, 500 nM for PC-3M. Representative images are shown (left/top), and the number of invaded cells is quantified (right/bottom). Scale bar: 50 μm. Quantification data are the mean ± SD of technical replicates from 1 of 2 (*n* = 2) independent experiments. *P* values were calculated by unpaired, 2-sided *t* test. (**E**) RT-qPCR analysis of *MMP* expression in LNCaP cells with sh*HOXB13* and/or CCS1477 treatment. Data were normalized to *GAPDH* (mean ± SEM, *n* = 3). *P* values were calculated by unpaired, 2-sided *t* test.

**Figure 6:**
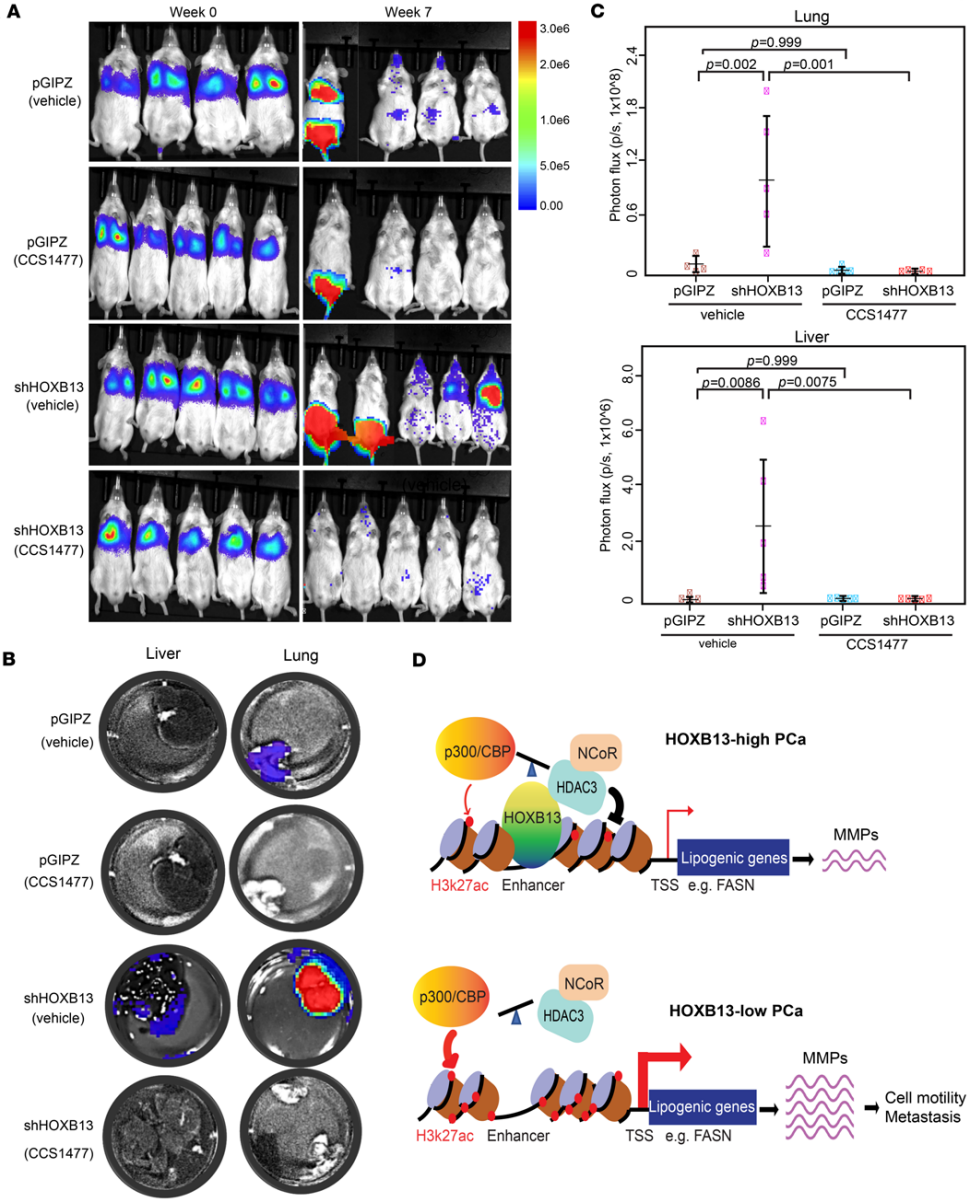
Pharmacological inhibitors of p300 and CBP abolished HOXB13-low tumor metastasis. (**A**) IVIS imaging of intravenous PC-3M xenograft tumors at weeks 0 (left) and 7 (right) after inoculation. Mice (*n* = 4 mice for pGIPZ vehicle group, *n* = 5 mice for the remaining groups) started treatment with CCS1477 on day 10. Heatmap shows IVIS signal intensity color scale. (**B** and **C**) Representative ex vivo IVIS images (**B**, *n* = 4 mice for pGIPZ vehicle group, *n* = 5 mice for the remaining groups) and quantifications (**C**) of PC-3M tumor metastasis to the lung and liver. Heatmap shows IVIS signal intensity color scale. Data are mean ± SD. Indicated *P* values were calculated by unpaired, 2-sided *t* test. (**D**) Graphical model illustrating HOXB13 as a molecular coordinator balancing HDAC3/NCoR and p300/CBP to fine-tune lipogenic gene expression in PCa. In HOXB13-high PCa cells, HOXB13 recruits the HDAC3-NCoR complex to lipogenic enhancers, catalyzing H3K27ac deacetylation and maintaining lipogenic gene expression at a basal level. In HOXB13-low PCa, this balance is disrupted — reduced recruitment of HDAC3 and NCoR leads to increased p300 and CBP binding and elevated H3K27ac levels at lipogenic enhancers. This results in aberrant activation of lipogenic programs, and induction of EMT-promoting genes such as MMPs.

# Supplementary material for: Targeting p300 and CBP abolishes HOXB13-loss-induced lipogenesis and tumor metastasis
**Source:** JCI Insight. 2025 Nov 24;10(22):e195743. doi: 10.1172/jci.insight.195743
**Supplement:** Supplemental data

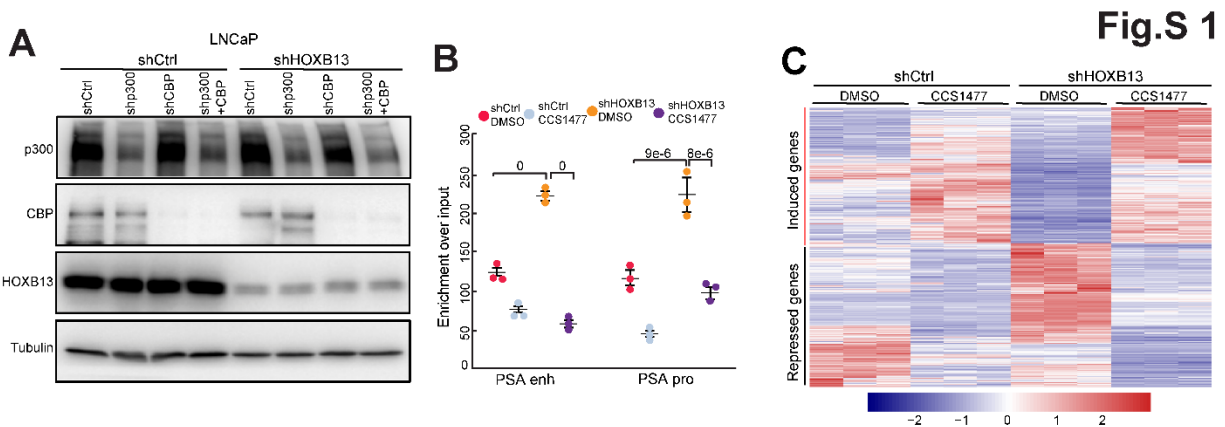

**Figure S1. p300/CBP are required for HOXB13 loss-induced lipogenic program**

**A.** WB analysis of p300, CBP, and HOXB13 knockdown (KD) efficiency in LNCaP cells with indicated treatment.

**B.** H3K27ac ChIP-QPCR of PSA enhancer (enh) and promoter (pro) in LNCaP cells with *HOXB13* KD and/or CCS1477 treatment. Data were normalized to 2% of input DNA. Shown are mean  $\pm$  sem of technical replicates from one representative experiment of three. Statistical significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test.

**C.** Heatmap showing CCS1477-induced and -repressed genes in control or *HOXB13*-KD LNCaP cells. CCS1477-regulated genes were identified by DESeq2 with  $FC \geq 1.5$ , adjusted  $p < 0.05$ . Color bar: z-score.

**Fig.S2**

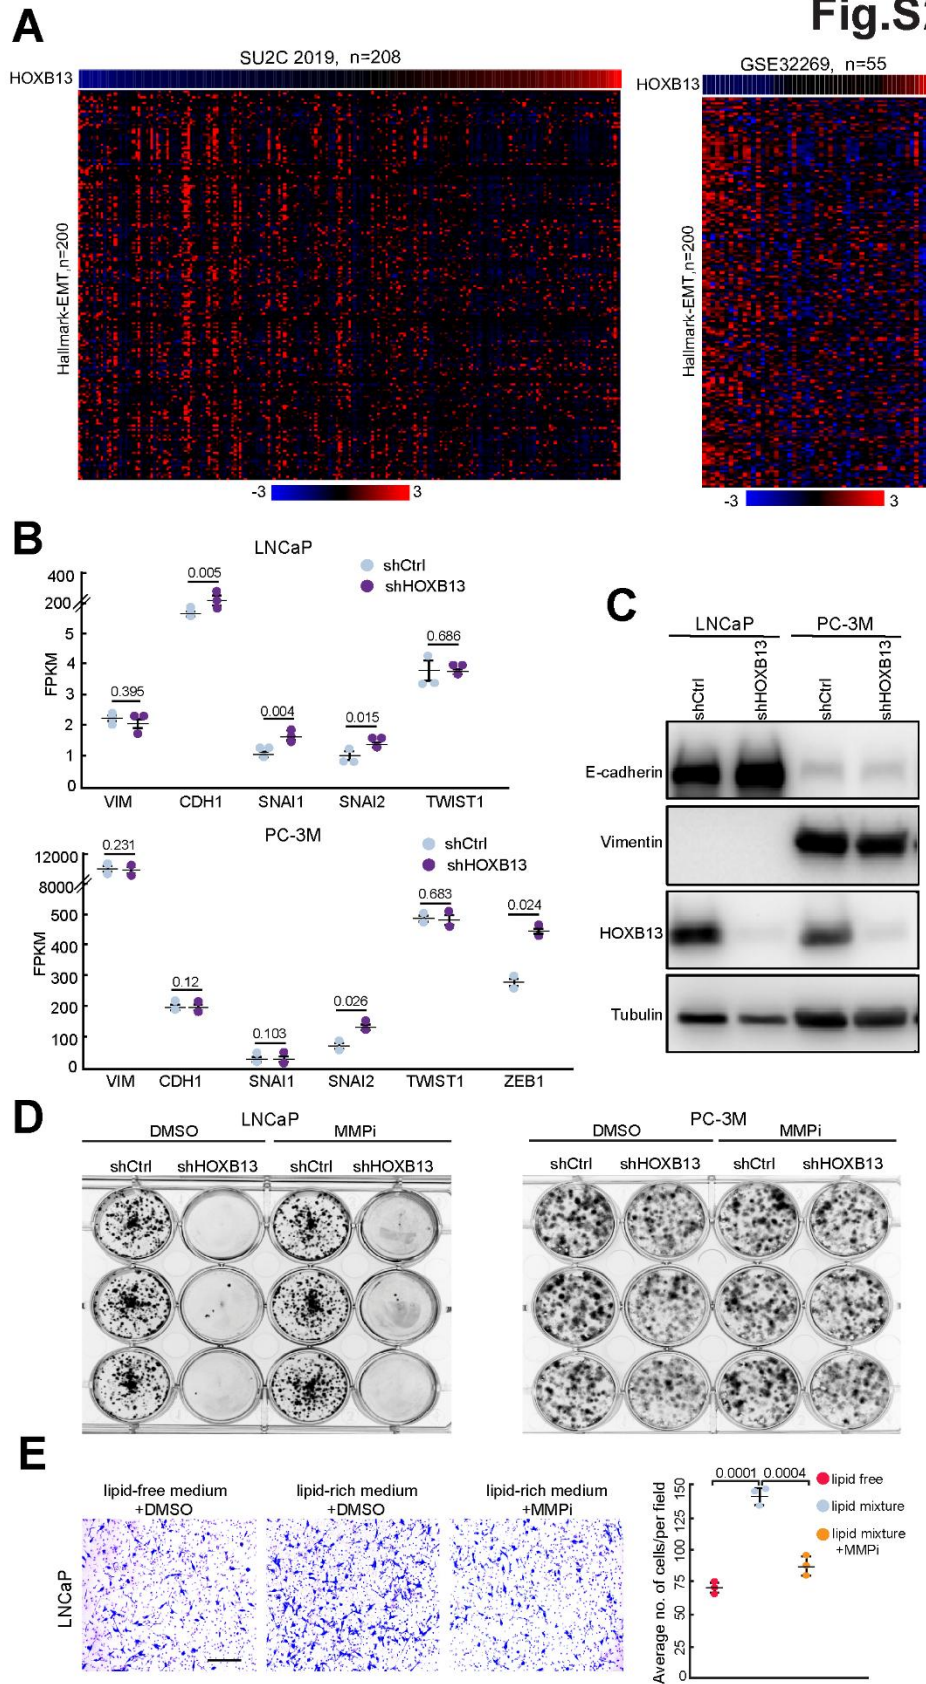

**Figure S2. Matrix metalloproteinases (MMPs) are induced upon HOXB13 loss to increase cell motility**

**A.** Heatmap showing HALLMARK\_EPITHELIAL\_MESENCHYMAL\_TRANSITION (Hallmark-EMT) signature genes in the indicated PCa patient data sets with samples ordered by HOXB13 level (top row). The Hallmark-EMT signatures were downloaded from MSigDB.

Color bar: z-score.

**B.** RNA-seq analysis of EMT regulators and markers (CDH1 and VIM) in LNCaP (top) and PC-3M (bottom) cells with control or *HOXB13* KD.

**C.** WB analysis of EMT markers (CDH1 and VIM) in LNCaP and PC-3M cells with control or *HOXB13* KD.

**D.** Colony formation assays of LNCaP (left) and PC-3M (right) cells with sh*HOXB13* and/or MMPi treatment.

**E.** Cell invasion assays of LNCaP cells cultured in lipid-free medium, lipid-rich medium (2% lipid mixture) or lipid-rich medium (2% lipid mixture) plus MMP inhibitor (MMPi).

Representative images are shown (left), and the number of invaded cells is quantified (right).

Scale bar, 50  $\mu$ m. Statistical significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test.

**Fig.S3**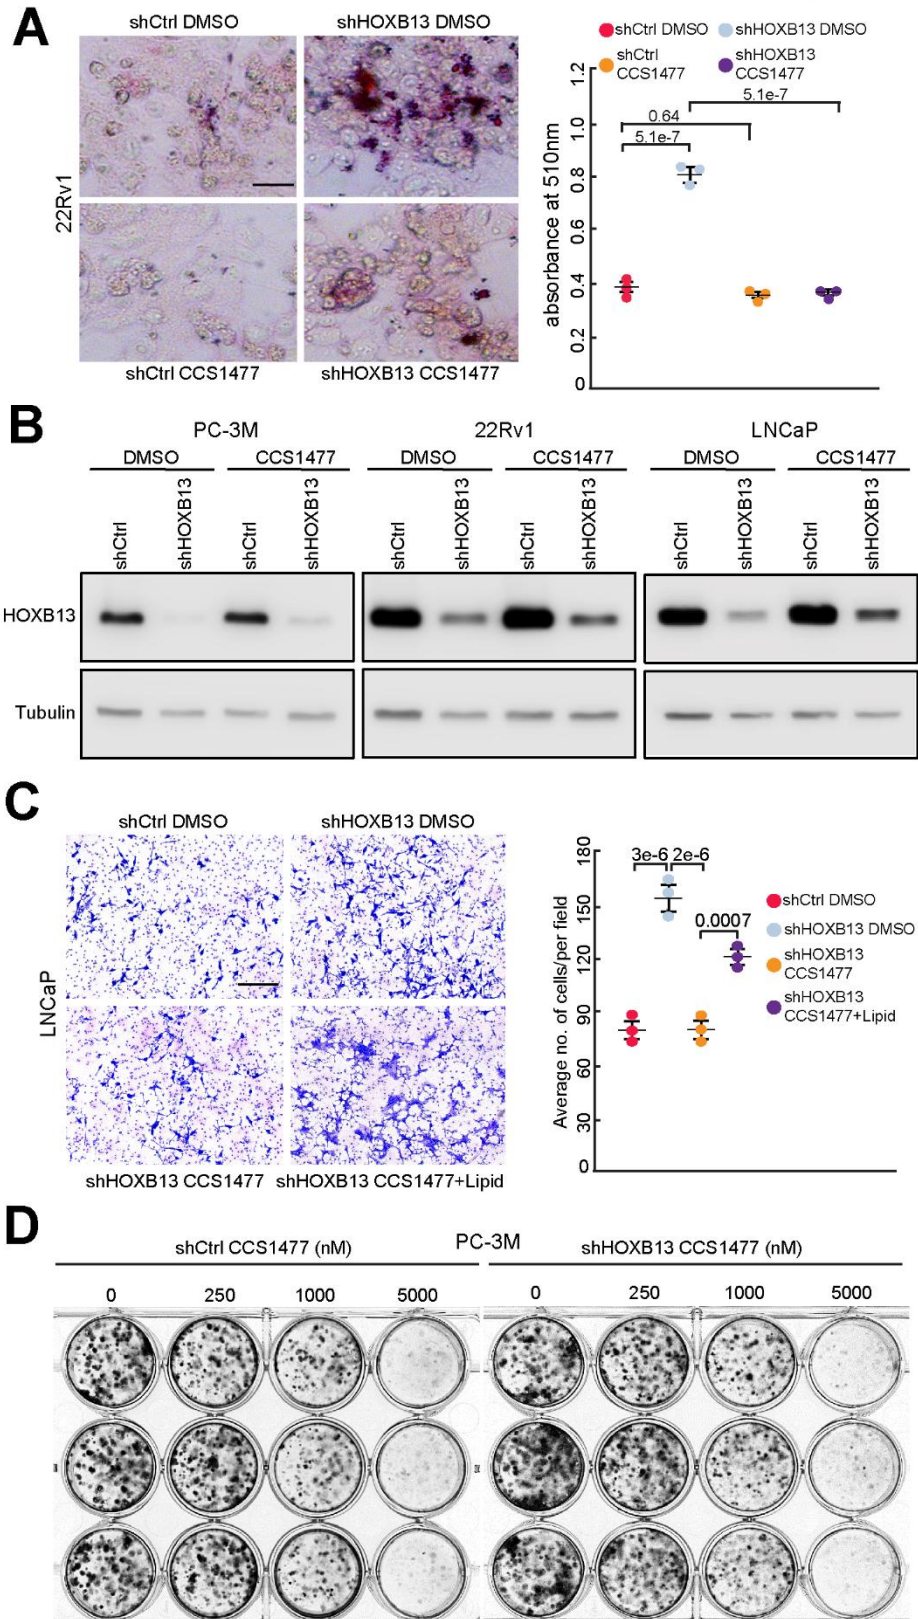

**Figure S3. p300/CBP inhibitors mitigate *HOXB13*-KD-induced lipid accumulation and cell invasion**

**A.** Representative images of ORO staining (left) and quantification (right) of neutral lipids in 22Rv1 cells with sh*HOXB13* and/or CCS1477 treatment. Scale bar, 30  $\mu$ m. Quantification data are the mean  $\pm$  s.d. of technical replicates from one of two (n = 2) independent experiments. Statistical significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test.

**B.** WB analysis of *HOXB13* KD efficiency in LNCaP, 22Rv1 and PC-3M cells.

**C.** Cell invasion assays of control or *HOXB13*-KD LNCaP cells treated with DMSO or CCS1477 or CCS1477 plus lipid mixture. Representative images are shown (left), and the number of invaded cells is quantified (right). Scale bar, 50  $\mu$ m. Statistical significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test.

**D.** Colony formation assays of control (shCtrl) or *HOXB13*-KD (sh*HOXB13*) PC-3M cells treated with indicated concentration of CCS1477.

**Fig.S4**

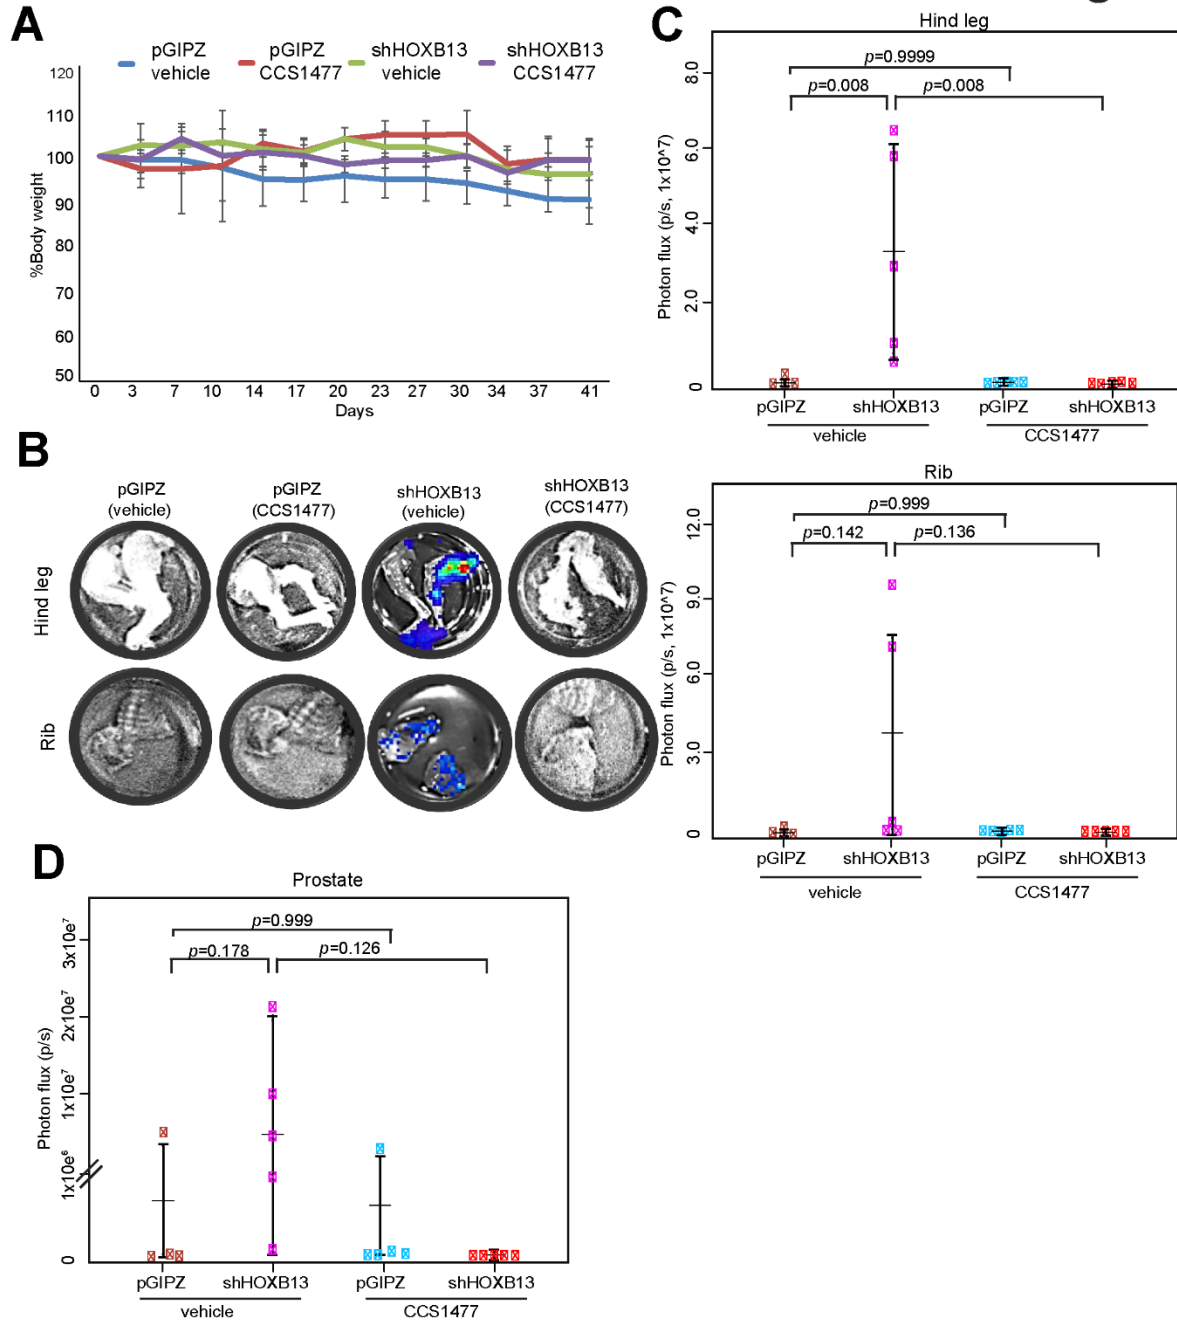

**Figure S4. Therapeutic targeting of HOXB13-low tumors with p300/CBP inhibitor**

**A.** Body weight analysis in mice inoculated by control or *HOXB13*-KD PC-3M cells and treated with vehicle or CCS1477. Data in each time point are mean  $\pm$  s.d. Y-axis shows the percentage of body weight change.

**B-D.** Representative *ex vivo* IVIS images (**B**) and quantifications (**C-D**) of PC-3M tumor metastasis to the hind leg, rib and prostate. Heatmap shows IVIS signal intensity color scale.

Statistical significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test.

## Supplemental methods

### FPKM ( fragments per kilobase of transcript per million mapped reads ) calculation with in-house Perl script

```
my @files = <*ReadsPerGene.out.tab>;

$inputname1 = 'igenome_gene_name_length.txt';
$inputname2 = 'sample_read_mapping.txt';

my %gene_hash;
my %mapping_hash;
my $mreads;

open(INPUTFILE1, $inputname1);
while($dateline1 = <INPUTFILE1>)
{
    chomp($dateline1);
    my @line1 = split("\t", $dateline1);
    #gid is actually gene_name, since it is unique, lazy to change code, gene_name used twice
    my $gid = $line1[0];
    my $genenamelen = "$line1[0]\t$line1[1]";
    $gene_hash{$gid} = $genenamelen;
}
close(INPUTFILE1);

open(INPUTFILE2, $inputname2);
while($dateline2 = <INPUTFILE2>)
{
    chomp($dateline2);
    my @line2 = split("\t", $dateline2);
    my $filename = $line2[0];
    my $mappedreads = $line2[2];
    $mapping_hash{$filename} = $mappedreads;
}
close(INPUTFILE2);

foreach $file (@files)
{
    $fname = substr $file, 0, index($file, 'ReadsPerGene');
    if(exists($mapping_hash{$fname}))
    {
        $mreads = $mapping_hash{$fname};
    }
}
```

```

}

open(OUTPUTFILE, '>', $fname.'_FPKM.txt');
open(INPUTFILE, $file);

while($datline = <INPUTFILE>)
{
    next if 1..4;
    chomp($datline);
    my @line = split("\t", $datline);
    my $rgid = $line[0];
    my $rawcounts = $line[1];
    if(exists($gene_hash{$rgid}))
    {
        @gene = split("\t", $gene_hash{$rgid});
        $genename = $gene[0];
        $genelength = $gene[1];
        my $FPKM = sprintf "%.7f", ($rawcounts * 1000000000)/($mreads *
$genelength);
        print OUTPUTFILE "$rgid\t$FPKM\n";
    }
    else
    {
        print OUTPUTFILE "$rgid\t\n";
    }
}
close(INPUTFILE);
close(OUTPUTFILE);
}

```

## Supplemental tables

**Supplemental table 1. 45 genes involved in the fatty-acyl-CoA biosynthetic process and long-chain fatty-acyl-CoA biosynthetic process are enriched in region IV**

| Gene name | Gene/product name                           |
|-----------|---------------------------------------------|
| ACAT1     | Acetyl-CoA acetyltransferase, mitochondrial |
| ELOVL7    | Very long chain fatty acid elongase 7       |
| ACSL6     | Long-chain-fatty-acid--CoA ligase 6         |
| SLC27A2   | Long-chain fatty acid transport protein 2   |
| GCDH      | Glutaryl-CoA dehydrogenase, mitochondrial   |
| ELOVL1    | Very long chain fatty acid elongase 1       |
| ACSL4     | Long-chain-fatty-acid--CoA ligase 4         |
| ACSF3     | Malonate--CoA ligase ACSF3, mitochondrial   |

|          |                                                                                                          |
|----------|----------------------------------------------------------------------------------------------------------|
| CBR4     | 3-oxoacyl-[acyl-carrier-protein] reductase                                                               |
| ELOVL5   | Very long chain fatty acid elongase 5                                                                    |
| TECR     | Very-long-chain enoyl-CoA reductase                                                                      |
| ACACA    | Acetyl-CoA carboxylase 1                                                                                 |
| HACD1    | Very-long-chain (3R)-3-hydroxyacyl-CoA dehydratase 1                                                     |
| ELOVL2   | Very long chain fatty acid elongase 2                                                                    |
| ELOVL4   | Very long chain fatty acid elongase 4                                                                    |
| ACSL5    | Long-chain-fatty-acid--CoA ligase 5                                                                      |
| ACSL3    | Fatty acid CoA ligase Acsl3                                                                              |
| PPT1     | Palmitoyl-protein thioesterase 1                                                                         |
| HTD2     | Hydroxyacyl-thioester dehydratase type 2, mitochondrial                                                  |
| ACSBG1   | Long-chain-fatty-acid--CoA ligase ACSBG1                                                                 |
| HACD2    | Very-long-chain (3R)-3-hydroxyacyl-CoA dehydratase 2                                                     |
| PPT2     | Lysosomal thioesterase PPT2                                                                              |
| ACSBG2   | Long-chain-fatty-acid--CoA ligase ACSBG2                                                                 |
| FASN     | Fatty acid synthase                                                                                      |
| ELOVL6   | Very long chain fatty acid elongase 6                                                                    |
| HSD17B12 | Very-long-chain 3-oxoacyl-CoA reductase                                                                  |
| ACSL1    | Long-chain-fatty-acid--CoA ligase 1                                                                      |
| ELOVL3   | Very long chain fatty acid elongase 3                                                                    |
| PDHA2    | Pyruvate dehydrogenase E1 component subunit alpha, testis-specific form, mitochondrial                   |
| ACLY     | ATP-citrate synthase                                                                                     |
| ACSS2    | Acetyl-coenzyme A synthetase, cytoplasmic                                                                |
| ACSS1    | Acetyl-coenzyme A synthetase 2-like, mitochondrial                                                       |
| MLYCD    | Malonyl-CoA decarboxylase, mitochondrial                                                                 |
| DLAT     | Dihydrolipoyllysine-residue acetyltransferase component of pyruvate dehydrogenase complex, mitochondrial |
| PDHA1    | Pyruvate dehydrogenase E1 component subunit alpha, somatic form, mitochondrial                           |
| ZNF516   | Zinc finger protein 516                                                                                  |
| RORC     | Nuclear receptor ROR-gamma                                                                               |
| ABHD15   | Protein ABHD15                                                                                           |
| SPTLC2   | Serine palmitoyltransferase 2                                                                            |
| PGRMC2   | Membrane-associated progesterone receptor component 2                                                    |
| VPS13B   | Intermembrane lipid transfer protein VPS13B                                                              |
| XBP1     | X-box-binding protein 1                                                                                  |
| DYRK1B   | Dual specificity tyrosine-phosphorylation-regulated kinase 1B                                            |
| SOX8     | Transcription factor SOX-8                                                                               |
| SH3PXD2B | SH3 and PX domain-containing protein 2B                                                                  |

**Supplemental table 2. Oligonucleotides that were used in this study**

|          |                           |             |
|----------|---------------------------|-------------|
| Primers: |                           |             |
| Name     | Sequence (5' to 3')       | Application |
| MMP7-F   | GGAGGCATGAGTGAGCTACAG     | RT-PCR      |
| MMP7-R   | GGCCAAAGAATTTTTGCATC      | RT-PCR      |
| MMP10-F  | CACAGTTTGGCTCATGCCTA      | RT-PCR      |
| MMP10-R  | AAGTTCATGAGCAGCAACGA      | RT-PCR      |
| MMP12-F  | CTAGTGATCCAAAGGCCGTAAT    | RT-PCR      |
| MMP12-R  | CACGGTAGTGACAGCATCAA      | RT-PCR      |
| MMP13-F  | GGTTCCTGATGTGGGTGAAT      | RT-PCR      |
| MMP13-R  | TGAATGCCTTTTCGACTTCA      | RT-PCR      |
| KLK3-AF  | GCCTGGATCTGAGAGAGATATCATC | ChIP-PCR    |
| KLK3-AR  | ACACCTTTTTTTTTCTGGATTGTTG | ChIP-PCR    |
| FASN-AF  | CAGAAGAGTAAACGCAGGAGAA    | ChIP-PCR    |
| FASN-AR  | CCTCACTTTAGGACCAGGAAAC    | ChIP-PCR    |
| shRNAs:  |                           |             |
| Name     | Sequence (5' to 3')       |             |
| shp300   | AAGCTACTGAAGATAGATTAATA   |             |
| shCBP    | GCAAGACATCCCGAGTCTATA     |             |

How the deposited data were processed for this re-analysis (not part of the article)

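RNA abundance was taken from 28 polyA RNA-seq libraries of LNCaP cells in 2 series. The knockdown series holds 8 groups of 2 libraries: shCtrl or shHOXB13, each alone, with shp300, with shCBP, or with shp300/CBP. The CCS1477 series holds 4 groups of 3 libraries: shCtrl or shHOXB13, each with DMSO or CCS1477. Per the paper, replicates are biological duplicates or triplicates, and shp300 and shCBP were each 1 hairpin sequence. The ChIP-seq libraries were not used here, and neither were the tissue, RT-qPCR, protein, invasion and mouse data.

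The authors made the FPKM values before they deposited them. They aligned reads to GRCh38 with STAR (version 2.6.0 in the submitters' notes), counted reads per gene without regard to strand, and divided by gene length and by all mapped reads with a Perl script. The authors called changed genes with pairwise DESeq2 Wald tests on counts. The deposited files hold FPKM only, so the tests here start from FPKM and not from counts. As a check of the unit, multiplying FPKM by length and depth returned reads within 0.05 of a whole number for 100.0% of 475360 values above 0, over 22423 genes. The depth was itself found from the values of 2295 short genes. Of 26475 listed genes, 32 have no value. Mapped reads per library ran from 7458934 to 16338528. The share of mapped reads lying in genes was 52.7–74.3% in the knockdown series and 78.4–84.0% in the CCS1477 series. Knockdown arms with shHOXB13 and a second hairpin are the shallowest, down to 7458934 reads with shCBP, so low genes there are measured with more error.

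Genes entered a series' test when they reached 0.1 FPKM in at least 2 (knockdown) or 3 (CCS1477) libraries. Values were log2 of FPKM plus 0.1. Each series had 1 limma 3.58.1 fit of all its groups (R 4.3.3), with a mean-dependent prior and Benjamini-Hochberg adjustment within each comparison. A gene passed at adjusted p under 0.05 and a fold change of at least 1.5, or 2 for induction in the CCS1477 series, as the paper's legends give for induction. The paper states no fold threshold for the rescue by shp300/CBP, for which 1.5 was used. Interactions compare the effect of the second treatment between shHOXB13 and shCtrl cells. Standard errors are from limma, and means and standard deviations are of FPKM.

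The 22 gene lists were tested with limma camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation. They cover cholesterol synthesis, fatty acid synthesis, the SREBP pathway, triglyceride and lipid droplets, fatty acid oxidation, androgen response, glucuronidation, matrix metalloproteinases, MMP inhibitors, EMT regulators, cell cycle, interferon response, unfolded protein and amino acid stress, p53 response, neuroendocrine, basal, mesenchymal-line, fibroblast, immune and luminal markers, reference genes, and the genes of the paper's first supplemental table. List members within the induced and lowered genes were tested with 1-sided Fisher exact tests. Fisher tests were made against all tested genes and again against the induced genes alone. Counts of list members use adjusted p under 0.05 with no fold threshold, and the Fisher sets use the fold thresholds. Fisher tests and camera tests were adjusted over the lists.

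Genes named in the text come from a rule. They are genes the paper names, the 8 largest passing rises and falls per main comparison among genes with a group mean of at least 1 FPKM and separate libraries, up to 4 members per list with the smallest p, and the 6 largest interactions. Genes with LOC identifiers were skipped, and microRNA and snoRNA entries rest on few reads and are not described. Some genes that meet the rule are not reported here. A gene named by the rule in 1 comparison was also looked up in the others. Gene coordinates are from GENCODE 44.

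The test was checked on simulated reads drawn from the real means, depths and replicate spread, with known changes. At 2 against 2 libraries it called 7 unchanged genes of 17409, and at 3 against 3 libraries 14 of 15872. A raised list was found, and 0 of 20 unchanged lists were called. Shared-group overlaps were simulated 20 times each with unchanged groups and with induction kept and no other effect. After the overlaps were seen, they were also simulated 20 times with induction kept and the measured effects of the second treatment dealt at random among genes of like expression. The simulated interactions, the simulated 1.5- to 4-fold steps and the Fisher test among genes induced in both series were likewise chosen after those results were seen. Among 20 replicate pairs the lowest log2 correlation was 0.9602, in shHOXB13 with shp300/CBP, where all other knockdown pairs reached at least 0.9873. Leaving out either of its libraries kept 301 or 327 of the 385 induced and lowered genes. No pair was closer than sampling of reads allows (chi-square per degree of freedom 1.83 to 30.3).

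The groups, tests, thresholds, gene lists, naming rule and most alternatives were set before the data were examined. Alternatives were pseudocounts of 0.01 and 1, no filter, a filter at 1 FPKM, median-of-ratios scaling, quantile scaling, pairwise fits, voom weights, no trend, replicate number as a block, other fold thresholds, and leaving out each library. Median-of-ratios factors, from genes above 1 FPKM in every library, ran from 0.7069 to 1.283. The combination of voom and median-of-ratios scaling was added after seeing the data, and is reported for the knockdown series alone; it was also run on the CCS1477 series, which is not reported here. A block for shCtrl replicate 1 of the CCS1477 series, and leaving out both such libraries, were also added after seeing the data. The Fisher tests against induced genes, and the 2-, 3- and 4-fold steps for the share of CCS1477-lowered genes that were induced, were added later, before their own results were seen. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

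Counts were unstranded, so overlapping genes such as *MMP24* and *MMP24-AS1* can share reads. No spike-in RNA was used here, so total RNA per cell is unknown, and FPKM are relative to mapped reads.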

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

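The gene counts, interactions, list tests, random splits and thinned libraries were set before their results were seen. The other tests of explanations (scaling totals, reference genes, interferon genes in other arms, hairpin strength and the adjustment of p) were chosen only after the result was seen.

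More genes were lower than higher with shHOXB13, 4741 against 1264 in the knockdown series and 4860 against 1365 at 1.5-fold in the CCS1477 series, a signal the paper does not analyse. Under median-of-ratios scaling the counts were 2335 against 2287 and 3200 against 2346. The median log2 change of all tested genes was −0.33 in both series, and −0.01 and −0.07 under median-of-ratios scaling. One explanation is that a few abundant genes take more of the reads, yet leaving the 10 most abundant genes out of the totals gave −0.28 and −0.27, which argues against it as the whole cause. A smaller share of reads in genes is likewise unlikely as the whole cause, with −0.22 and −0.31 after scaling to reads in genes. A real change of total mRNA per cell cannot be told from scaling, since 12 reference genes had a median of −0.23 and −0.36 and no RNA spike-in is described for these libraries.

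Interferon response genes rose with shp300 in shHOXB13 cells, 18 of 20, a signal the paper does not analyse (median log2 2.49; limma camera adjusted p = 1.4e-27, adjusted p = 0.043 with an estimated correlation). With shp300/CBP there, 15 rose (median log2 1.74; limma camera adjusted p = 4.8e-12, adjusted p = 0.15 with an estimated correlation). *OASL* went from 4.67 ± 0.979 to 86.3 ± 9.76 FPKM and *RSAD2* from 3.75 ± 0.138 to 58.9 ± 2.63 FPKM (mean ± SD, n = 2). A response to any second vector is unlikely as the whole cause, since the median with shCBP in shHOXB13 cells was 0.39 with 0 members higher. As a list they did lean up with shCBP there (limma camera adjusted p = 0.0014, adjusted p = 0.45 with an estimated correlation). A response to the p300 hairpin whatever the arm is unlikely, since the median with shp300 in shCtrl cells was 0.07. Scaling is unlikely to be the cause, with a median of 2.55 under median-of-ratios. Open are an effect of this 1 hairpin sequence that needs shHOXB13 or shCBP beside it, as 17 members also rose with shp300/CBP in shCtrl cells, and a loss of p300 with the same need, since shp300 lowered *EP300* in shCtrl cells too (log2 −1.24, SE 0.15, limma adjusted p = 0.0018).

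More induced genes fell with shp300 (161) than with shCBP (36). Compared directly, though, at adjusted p alone, 42 of the 1264 induced genes were lower with shp300 and 54 higher (median log2 0.02). Under median-of-ratios 125 of 2287 were lower and 91 higher (median −0.05). Over all tested genes that comparison gave 127 lower and 329 higher (median 0.08), or 122 and 321 at 1.5-fold. Over the 385 induced and lowered genes 34 were lower and 6 higher at adjusted p alone, and under median-of-ratios 79 and 12 of 489. Over all genes in shHOXB13 cells shp300 also gave more calls at 1.5-fold, 556 higher and 546 lower against 68 and 191. In control cells the order was reversed, 177 higher and 369 lower with shp300 against 600 and 1179 with shCBP. A stricter adjustment where fewer genes change could explain part of the higher count of lowered induced genes with shp300. At unadjusted limma p under 0.05 alone the counts of these were 333 and 272. With the 1.5-fold threshold too they were 266 and 158. That ratio of 1.68 ran from 1.17 to 2.26 with a library left out, which cannot tell. A weaker CBP hairpin could explain it, but the log2 change of *CREBBP* with shCBP was only 0.16 (SE 0.22) above that of *EP300* with shp300, which cannot tell. The shallower shCBP libraries are unlikely to explain it, since shp300 libraries thinned to that depth gave a median of 167 genes over 20 draws (157 to 172). A greater dependence on p300 than on CBP remains open, since each was targeted by 1 sequence.

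These results are given because an effect differed between groups. The interaction of shHOXB13 and shp300/CBP passed for 1436 genes and was lower for 988 of them, and that of shHOXB13 and CCS1477 lower for 390 and higher for 1068. Under median-of-ratios the first was lower for 941 and higher for 825, and the second lower for 589 and higher for 804. These counts are at 1.5-fold, and at adjusted p alone it was lower within the induced and lowered genes for 189 (knockdown) and 170 (CCS1477). With shp300/CBP the log2 interaction was −1.11 for *KLK3* (SE 0.30, limma adjusted p = 0.044), −0.74 for *SREBF2*, 1.70 for *SNAI1*, 0.94 for *TWIST1*, −4.12 for *MMP10*, 2.58 for *MMP17*, −5.35 for *STEAP4* and −3.85 for *NCAPD3*. For *MMP10* the value with shp300/CBP came mostly from a rise in control cells. Its level was low there, and its fall in shHOXB13 cells was smaller. With shp300 alone the log2 interaction was 1.77 for *TWIST1* and −3.84 for *MMP10*. With CCS1477 it was −1.13 for *KLK3* (SE 0.20, limma adjusted p = 0.0045), −1.13 for *FASN* (SE 0.18, limma adjusted p = 0.0026), −0.47 for *SREBF2* and 0.75 for *CREBBP*. It was 1.14 for *TWIST1*, 0.47 for *CDH1*, 1.91 for *MMP10*, 2.81 for *MMP12*, 0.44 for *MMP15*, 0.67 for *MMP16*, 1.29 for *MMP24* and −0.48 for *MMP24-AS1*. The largest were −5.80 for *STEAP4*, −5.34 for *ABCC11*, −5.01 for *SPINK1*, −4.87 for *ABCC12* and −4.65 for *DSCAM-AS1*. Among cell cycle genes 11 had a higher interaction of shHOXB13 and shp300/CBP, and among interferon genes 11 a higher interaction of shHOXB13 and shp300.

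These results are given because the paper does not discuss the signal in its text. With shHOXB13, 23 of 25 cell cycle genes were lower in the knockdown series and 24 of 25 in the CCS1477 series. A figure legend of the paper does mention cell cycle terms, for genes induced by shHOXB13 and lowered by CCS1477. CCS1477 raised 2363 genes in shHOXB13 cells, and the paper shows CCS1477-induced genes in a supplemental heatmap. In shCtrl cells it lowered 14 of 16 unfolded protein and amino acid stress genes (limma camera adjusted p = 1.7e-12, adjusted p = 0.11 with an estimated correlation), and in shHOXB13 cells it raised 10 of 12 p53 response genes.

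For the CCS1477 series, each count was set against all 10 ways to split its 6 libraries into 2 groups of 3. The real value and the highest other were 662 and 2 for genes higher with shHOXB13, and 2731 and 2 for genes lower. They were 2363 and 2 for genes higher with CCS1477 in shHOXB13 cells, 844 and 2 for genes lower, and 275 and 1 for induced and lowered genes. In shCtrl cells they were 1047 and 3 for genes higher with CCS1477, 884 and 3 for genes lower, and 68 and 0 for induced and lowered genes. For each of these, only the real split, 1 of 10, reached the real value. For the induced percent of CCS1477-lowered genes, 46.3%, 4 splits reached it and the highest other was 100%, in splits with very few calls. These 10 splits are too few for a share under 0.05.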

How the results depend on the processing

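All settings were set before their results were seen except voom with median-of-ratios and those for shCtrl replicate 1, tests chosen only after the results were seen. Of 2381 values of named genes under alternatives, 2228 kept their direction and side of the threshold, 69 became weaker, 47 stronger, 37 changed sign with no call in either, and 0 reversed. For the values that moved, the cause was not tested, except that leaving out a library leaves fewer samples and a higher filter fewer genes.

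The induced and lowered genes of the knockdown series (385) ranged from 284 (pairwise fit) to 489 (median-of-ratios) under the preset settings that keep all libraries, with no move beyond 1.5-fold. Pseudocount 0.01 moved 1 of 16 results, the induced percent of CCS1477-lowered genes (42.1%). Pseudocount 1 moved 8, all in the CCS1477 series: higher 359 and lower 1350 with shHOXB13, induced and lowered 175, of these lowered in control cells 45, induced percent 51.0%, higher with CCS1477 1269 in shHOXB13 cells, and lower 584 and higher 570 in shCtrl cells. No filter moved 0, and a filter at 1 FPKM moved 1, induced genes lowered by shCBP (55). Median-of-ratios scaling moved the knockdown counts to 2287 higher and 2335 lower with shHOXB13. It moved the genes lower with shp300 than shCBP, counted in this section at adjusted p alone, to 79. In the CCS1477 series it gave 1091 higher, 1815 lower, 424 induced and lowered, and 1502 higher with CCS1477. Quantile scaling gave 2124, 2187 and 68 for the first series, and 1245, 1347, 415 and 1224 for the second. Pairwise fits moved the shCBP count to 12 and the shp300-against-shCBP count to 11, voom moved them to 88 and 53, and no trend moved the shCBP count to 9. Without a fold threshold for the lowering, the induced percent was 33.0%. Voom with median-of-ratios gave 2608 higher and 2523 lower with shHOXB13, 249 lowered by shp300, 76 by shCBP and 95 lower with shp300 than shCBP. The correlation of the 2 series rose to 0.79 with pseudocount 1 and a filter at 1 FPKM. Of 173 list tests, 69 passed, and 11 with an estimated correlation.

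With the replicate number as a replicate block, 16 of 17 results stayed and the shCBP count moved to 6. Its list tests passed 69 times, 68 of them shared. Beyond the replicate number, the numbering of the libraries runs replicate by replicate in the knockdown series. In the CCS1477 series it sets replicate 1 of both shCtrl groups apart from the rest. Same-number deviations correlated at a median of 0.04 (CCS1477) and −0.03 (knockdown). In the shCtrl cells of the CCS1477 series they correlated at 0.56, 0.32 and 0.28, and replicate 1 correlated with the others of the other treatment at −0.44 and −0.42. With a block for shCtrl replicate 1, CCS1477 lowered 957 and raised 1146 genes in shCtrl cells, 72 of the then 282 induced and lowered genes among them. With both shCtrl replicate 1 libraries left out it lowered 751 and raised 910, with 59 of 275. All 9 results stayed under either setting.

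Leaving out single libraries gave 918–1381 higher and 3274–4986 lower with shHOXB13, 259–388 induced and lowered, and 51–95 of these lowered in control cells. In the CCS1477 series it gave 604–691 higher, 2563–2760 lower, 233–280 induced and lowered, 58–68 lowered in control cells, and 44.1–47.5% induced. CCS1477 counts were 748–869 lower and 2101–2427 higher in shHOXB13 cells, and 758–879 and 949–1043 in shCtrl cells. List tests passed 66–72 times. These 3 small counts moved beyond 1.5-fold. Genes lowered by shp300 (161) ranged from 67 to 216: 67 without shHOXB13 replicate 1, 73 without shHOXB13 replicate 2, and 67 without shHOXB13+shp300 replicate 2. Genes lowered by shCBP (36) ranged from 0 to 80: 9 without shCtrl replicate 1, 8 without shCtrl replicate 2, 9 without either shCtrl+shp300 replicate, 7 without either shCtrl+shp300/CBP replicate, 1 without shHOXB13 replicate 1, 0 without shHOXB13 replicate 2, 2 without shHOXB13+shCBP replicate 1, and 80 and 79 without shHOXB13+shp300/CBP replicates 1 and 2. Genes lower with shp300 than shCBP (34) ranged from 7 to 55: 22 without shHOXB13 replicate 2, 7 without shHOXB13+shp300 replicate 2, 13 and 16 without shHOXB13+shCBP replicates 1 and 2, and 52 and 55 without shHOXB13+shp300/CBP replicates 1 and 2.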

Differences from the paper's values

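The 2-fold and 4-fold steps of lowering were added to the tests set first, before their own values were seen. The paper gives 194 genes increased by *HOXB13* KD and rescued by p300/CBP depletion, and 385 genes passed here at a fold change of 1.5 for the increase. The paper states no fold threshold for the rescue, and 433 genes passed with none. Of the alternatives set before the data were examined, pairwise fits gave 284 genes, within 1.5-fold of the paper's value, as did leaving out shHOXB13 replicate 1 (259) or shHOXB13 replicate 2 (281). The other alternatives did not, from 321 without shCtrl replicate 1 to 489 with median-of-ratios scaling.

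The paper gives approximately 60% of CCS1477-repressed genes as induced by *HOXB13* KD. The share here was lower, 46.3%, with an exact 95% interval of 42.9–49.8% that excludes 60%. It lay within 1.5-fold of the paper's value and so was not counted as differing by that rule alone. Without a fold threshold for the lowering it was 33.0%, which is beyond 1.5-fold. The paper also states that genes induced by *HOXB13* KD make up the majority of those strongly repressed by CCS1477. Of 844 genes lowered at least 1.5-fold, 46.3% were induced, while at least 2-fold lowering gave 53.2% and 4-fold lowering 70.9%. The paper states that p300 KD attenuated *FASN* more than CBP KD did, citing mRNA tracks and a Western blot. Only RNA was compared here, so the protein result was not tested. *FASN* RNA averaged 701 ± 50.6 FPKM with shp300 and 576 ± 4.06 FPKM with shCBP (mean ± SD, n = 2), and the difference did not pass (limma adjusted p = 0.27), while *KLK3* was lower with shp300 (1060 ± 249 FPKM) than with shCBP (2330 ± 154 FPKM).

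The paper states that *MMP7* and the EMT regulators *SNAI1*, *SNAI2* and *ZEB1* were higher with *HOXB13* KD. Its legends give LNCaP RNA-seq for the MMP genes and RNA-seq of LNCaP and PC-3M cells for the EMT regulators. PC-3M cells are not in these series. The legends do not say which LNCaP libraries were plotted, so these series may not be the ones shown. *MMP7* was not higher here, at 0.733 ± 0.0262 against 1.53 ± 0.154 FPKM in the knockdown series (mean ± SD, n = 2; limma adjusted p = 0.36) and 0.569 ± 0.16 against 0.613 ± 0.25 FPKM in the CCS1477 series (n = 3; limma adjusted p = 0.92). *SNAI1* was lower in the CCS1477 series (limma log2 −0.86, SE 0.23, adjusted p = 0.0069) and did not pass in the knockdown series (limma log2 −0.67, SE 0.32, adjusted p = 0.12). *SNAI2* did not pass in either series (limma adjusted p = 0.73 and 0.6), and *ZEB1* did not pass in the knockdown series (limma adjusted p = 0.56) at 0.0207 against 0.0512 FPKM. *MMP10*, *MMP12* and *MMP13*, which the paper also names, were higher in both series. The paper states that *MMP16* was very low in LNCaP cells before the knockdown. *MMP16* averaged 11.1 FPKM in shCtrl cells and 22.1 FPKM in shCtrl DMSO cells here, and fell with shHOXB13 (limma log2 −4.57, SE 0.25, adjusted p = 1.9e-07).

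The paper states from RT-qPCR that CCS1477 strongly reduced the rise of MMP genes in *HOXB13*-KD cells, an assay unlike RNA-seq. In RNA-seq CCS1477 did not lower *MMP10* (limma adjusted p = 0.24) or *MMP13* (limma adjusted p = 0.76) in shHOXB13 cells. It raised *MMP12* from 2.91 ± 0.834 to 9.78 ± 0.969 FPKM (mean ± SD, n = 3; limma adjusted p = 0.0087).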

Other observations

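The voom with median-of-ratios setting and the tests of the interferon and scaling patterns were chosen only after the results were seen. Proliferation genes fell with shHOXB13 in both series. *TOP2A*, which untangles replicated DNA, fell from 3.49 ± 0.00787 to 0.209 ± 0.0402 FPKM in the knockdown series (mean ± SD, n = 2) and from 29.6 ± 2.09 to 2.08 ± 0.211 FPKM in the CCS1477 series (n = 3). *RRM2*, a nucleotide supply gene, fell too (log2 −4.73, SE 0.40, limma adjusted p = 5.6e-06 in the knockdown series). *CDKN1A*, which encodes the cell cycle inhibitor p21, rose from 199 ± 11.1 to 919 ± 64.5 FPKM and from 52.5 ± 3.59 to 504 ± 54.3 FPKM. The cell cycle list had a median log2 of −1.95 (limma camera adjusted p = 2.2e-08, adjusted p = 0.19 with an estimated correlation) and −2.34 (limma camera adjusted p = 5.8e-11, adjusted p = 0.099 with an estimated correlation). In control cells shp300/CBP lowered 20 of 25 of these genes.

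Steroid-conjugating genes rose far with shHOXB13. *UGT2B11* went from 5.15 ± 0.021 to 314 ± 23.8 FPKM and from 1.07 ± 0.192 to 172 ± 5.67 FPKM in the 2 series. In control cells, *UGT2B28* rose with shp300/CBP (log2 3.08, SE 0.22, limma adjusted p = 2e-05), while in shHOXB13 cells it averaged 71.8 ± 9.22 FPKM and 49.5 ± 5.97 FPKM with shp300/CBP (limma adjusted p = 0.097). *ACPP*, encoding prostatic acid phosphatase, fell from 76.1 ± 0.634 to 0.75 ± 0.262 FPKM with shHOXB13. *TM4SF1*, a membrane protein gene, rose from 5.59 ± 0.635 to 530 ± 5.56 FPKM. Interferon response genes also rose with shHOXB13 alone at adjusted p under 0.05, 12 of 20 (median log2 1.33; limma camera adjusted p = 0.19 with an estimated correlation) and 14 of 19 (median log2 1.05; limma camera adjusted p = 0.0076 with an estimated correlation), *IFI6* from 13.6 ± 2.35 to 115 ± 36.1 FPKM. *IFIT1* rose with shp300/CBP in control cells from 0.316 ± 0.095 to 10.5 ± 4.76 FPKM.

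Metalloproteinase genes were mixed. With shHOXB13, 3 of 12 were higher and 4 lower in the CCS1477 series, at adjusted p alone. In the knockdown series 5 of 17 were higher and 1 lower. *MMP10* rose from 0.436 ± 0.151 to 40.6 ± 2.16 FPKM with shHOXB13 and averaged 21.9 ± 1.82 FPKM with shp300/CBP (limma adjusted p = 0.03). *MMP13* rose from 1.01 ± 0.37 to 50.1 ± 1.73 FPKM and averaged 25.9 ± 6.22 FPKM with shp300/CBP (limma adjusted p = 0.022). *MMP12* rose from 0.815 ± 0.212 to 60 ± 2.08 FPKM and was not among the 385 induced and lowered genes. Under median-of-ratios scaling *MMP13* stayed among the induced and lowered genes and *MMP10* did not.

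CCS1477 lowered 14 unfolded protein and amino acid stress genes in control cells. As a list they did not pass with an estimated correlation. *TRIB3*, a stress-induced pseudokinase gene, fell from 129 ± 11.7 to 26.9 ± 7.09 FPKM and *ASNS*, which makes asparagine, from 92.7 ± 6.72 to 41.3 ± 6.44 FPKM (mean ± SD, n = 3). In shHOXB13 cells CCS1477 raised *MDM2*, the p53 ligase gene, from 14.3 ± 0.802 to 22.6 ± 0.881 FPKM. The p53 list passed with CCS1477 (limma camera adjusted p = 0.00048, adjusted p = 0.16 with an estimated correlation).

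With shHOXB13, the other lists gave these counts of higher and lower genes in the knockdown series, at adjusted p under 0.05 with no fold threshold. Triglyceride and lipid droplet genes had 6 and 3 of 19, fatty acid oxidation 4 and 2 of 18, matrix metalloproteinases 5 and 1 of 17, MMP inhibitors 1 and 0 of 4, EMT regulators 0 and 7 of 13, and luminal markers 2 and 8 of 12. Unfolded protein and amino acid stress genes had 2 and 10 of 16, p53 response 2 and 2 of 12, neuroendocrine markers 0 and 0 of 4, basal markers 0 and 1 of 8, mesenchymal-line markers 0 and 2 of 7, fibroblast markers 2 and 1 of 5, immune markers 1 and 0 of 6, reference genes 2 and 4 of 12, and the first supplemental table 12 and 7 of 43. Under median-of-ratios scaling fatty acid oxidation had 11 and 1 of 18 in the knockdown series. In the CCS1477 series fatty acid oxidation had 13 and 1 of 18, matrix metalloproteinases 3 and 4 of 12, and SREBP pathway genes 7 and 2 of 13. Androgen response had 12 and 10 of 24 there, and the first supplemental table 16 and 9 of 41. With shp300/CBP, 3 of 4 neuroendocrine markers rose in shHOXB13 cells (median log2 2.00; limma camera adjusted p = 0.0051, adjusted p = 0.17 with an estimated correlation) and 3 of 4 in control cells (median log2 2.29; limma camera adjusted p = 0.00077, adjusted p = 0.09 with an estimated correlation). With shp300 in shHOXB13 cells, 3 of 8 basal markers rose (median log2 1.15; limma camera adjusted p = 7.7e-05, adjusted p = 0.1 with an estimated correlation).

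Between the series, 742 genes were induced by shHOXB13 at 1.5-fold in both, against 103 expected. The changes with shp300/CBP and with CCS1477 in shHOXB13 cells, over all genes tested in both series, correlated at Pearson 0.38. Of 360 knockdown-series induced and lowered genes tested in both series, 188 fell with CCS1477.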
